# Localized high-risk prostate cancer harbors an androgen receptor activity–low subpopulation susceptible to HER2 inhibition

**DOI:** 10.1172/JCI189900

**Published:** 2025-09-04

**Authors:** Scott Wilkinson, Anson T. Ku, Rosina T. Lis, Isaiah M. King, Daniel Low, Shana Y. Trostel, John R. Bright, Nicholas T. Terrigino, Anna Baj, Emily R. Summerbell, Kayla E. Heyward, Sumeyra Kartal, John M. Fenimore, Chennan Li, Cassandra Singler, BaoHan Vo, Caroline S. Jansen, Huihui Ye, Nichelle C. Whitlock, Stephanie A. Harmon, Nicole V. Carrabba, Rayann Atway, Ross Lake, David Y. Takeda, Haydn T. Kissick, Peter A. Pinto, Peter L. Choyke, Baris Turkbey, William L. Dahut, Fatima Karzai, Adam G. Sowalsky

**Keywords:** Genetics, Oncology, Molecular pathology, Oncogenes, Prostate cancer

## Abstract

**BACKGROUND:**

Localized high-risk prostate cancer (PCa) often recurs despite neoadjuvant androgen deprivation therapy (ADT). We sought to identify baseline molecular programs that predict pathologic response and reveal targetable vulnerabilities.

**METHODS:**

We profiled 147 biopsy foci from 48 MRI-visible lesions in 37 patients before 6 months of ADT plus enzalutamide and radical prostatectomy. Residual cancer burden (RCB) at prostatectomy was the primary outcome. Analyses incorporated PTEN loss, TMPRSS2:ERG status, and HER2/androgen receptor (AR) immunohistochemistry on baseline and posttreatment tissues. Findings were evaluated in an external transcriptional cohort (*n* = 121) and by multiplex immunostaining in an independent cohort (*n* = 61). Functional assays tested enzalutamide-responsive enhancers near *ERBB2* and sensitivity to HER2 inhibition.

**RESULTS:**

A baseline, HER2-associated transcriptional program correlated with higher RCB and inversely with AR activity, independent of PTEN and ERG. Exceptional responders had lower HER2 protein levels in pretreatment biopsy specimens. The inverse AR-HER2 relationship recurred across data sets and multiplex immunostaining, which revealed coexisting AR-high/HER2-low and HER2-high/AR-low subpopulations. Enzalutamide inhibited AR-mediated repression of *ERBB2*. HER2-high/AR-low cells present before therapy resisted ADT yet were sensitive to HER2 inhibitors; combining HER2 inhibitors with enzalutamide increased tumor cell killing. These findings were reproduced in the external cohort and orthogonal assays.

**CONCLUSION:**

Baseline HER2 activity marks intrinsic resistance to neoadjuvant ADT in localized high-risk PCa and identifies a preexisting, targetable AR-low subpopulation. HER2-directed therapy, alone or with AR blockade, warrants clinical evaluation.

**TRIAL REGISTRATION:**

ClinicalTrials.gov registration: NCT02430480.

**FUNDING:**

Prostate Cancer Foundation; Department of Defense Prostate Cancer Research Program; National Institutes of Health.

## Abstract 2

Aggressive untreated prostate cancers harbor a subpopulation of tumor cells with elevated levels of HER2 that may be sensitive to HER2 inhibitors

## Introduction

The molecular and clinical heterogeneities of localized high-risk (also known as locally advanced) prostate cancer (PCa) pose considerable obstacles for its diagnosis and treatment (1, 2). Although the use of CT and MRI has improved in vivo localization of extraprostatic disease that is associated with higher risk of prostate-specific antigen (PSA) or biochemical recurrence (BCR) or metastasis, substantial weight is given to the volume and extent of dedifferentiation of PCa visualized on needle biopsies for assessing individualized risk (3). Patients with locally advanced PCa receive multimodal therapies, which can include androgen deprivation therapy (ADT) with radiation therapy or adjuvant treatment following surgery (3–6). In patients treated by radical prostatectomy, adjuvant or neoadjuvant (before surgery) therapies reduce local tumor burden and target occult micrometastases that would eventually drive relapse (6, 7). Phase 2 trials of different neoadjuvant therapies for localized high-risk PCa have tested multiple combinations of hormonal and chemohormonal therapies, including second- and third-generation androgen receptor–targeting (AR-targeting) agents (8–13), cytotoxic chemotherapy (14–16), and immunotherapy (17–19). A persistent challenge common to all of these studies has been identifying robust baseline characteristics that would show long-term survival benefits based on prognostic features readily identified by short-term pathologic readouts.

In clinical trials of neoadjuvant intensive ADT, the biomarker showing the most robust performance toward predicting long-term outcome is residual cancer burden (RCB), which is calculated on the basis of the tumor cellularity of the final pathologic specimen. Patients with lower RCB having complete pathologic responses (pCRs) or minimal residual disease (MRD) demonstrated delayed BCR (20, 21), with 3-year BCR-free rates of 95.2% (pCR/MRD) versus 48.7% (greater than MRD). Using RCB or BCR as end points, molecular features detected in both posttreatment and baseline tissues have been reported with various prognostic potential, including the mutation status of *TP53* (22–25) and IHC against PTEN or ERG (9, 10, 22). Across all reported studies, nearly every patient has shown at least some pathologic and/or imaging response to therapy. What remains unknown, however, is the extent to which clonal or subclonal intrinsic resistance to neoadjuvant intensive ADT, even in patients showing partial responses, can be targeted further.

Intrinsic resistance to targeted therapies involves cell-intrinsic mechanisms implicating the original target, which, in the case of PCa, is the AR (26, 27). In contrast to well-documented mechanisms of adaptive resistance involving AR point mutations or amplification after long-term exposure to ADT (27–29), a subset of aggressive prostate tumors displays resistance to ADT as measured by transcriptional profiling of the tumor to have lower AR activity (24, 30, 31). Due to the challenges of extensive profiling of biopsy tissues, genomic, histologic, and phenotypic properties of these “low-AR” tumors are not well characterized. Cellular mechanisms that suppress AR activity, or that may otherwise be elevated in the absence of AR activity, have similarly remained elusive. Limited histologic and transcriptomic profiling of prostatectomy tissues after neoadjuvant ADT has identified potentially targetable “bypass” pathways, including AKT, HER2/HER3, CDK4/6, MET, BCL-2, and XBP1 (25, 32, 33). Although the detection of phosphorylated HER2 (pHER2) in metastatic PCa tumor biopsies supported previous clinical studies and was proposed as an adaptive mechanism to prolonged ADT exposure, it showed little clinical benefit in this context (32, 34–37). Here, we present HER2 activity not as an adaptive bypass pathway but as an inherent and targetable mechanism of resistance in de novo locally advanced PCa with AR activity–low characteristics.

## Results

### Prostate tumors exhibiting poor pathologic response to neoadjuvant ADT plus enzalutamide harbor a transcriptional signature of elevated HER2 activity.

Using whole-transcriptome sequencing, we assessed patterns of gene expression and pathway activation in 147 tumor foci isolated from prostate biopsy specimens prior to the patient undergoing 6 months of intense neoadjuvant ADT (Figure 1A). These foci were sampled using laser capture microdissection (LCM) from 48 distinct, MRI-visible lesions in 37 patients who participated in our clinical trial, with a median of 2 biopsy blocks per patient and a median of 2 foci per block sequenced. Most foci were isolated separately on the basis of differing histologic features, such as Gleason pattern or variability in key PCa markers such as PTEN or ERG staining.

Our overall goal was to identify variability in genes and pathways expressed at baseline that would track with resistance to therapy. Therefore, we initially stratified samples by our predefined cut point of 0.05 cm^3^ posttreatment residual tumor volume, which was measured from the largest area of tumor in the final prostatectomy specimens (Figure 1, A and B, and see Methods) (8). Because we also sequenced foci from resolving MRI lesions that were acquired from nonresponding patients, we further limited our analysis to 117 foci isolated only from MRI index lesions. By principal component analysis, however, the samples did not form distinct groupings separating exceptional responder patients versus incomplete and nonresponder (INR) patients (Figure 1C). In addition, application of 4 predefined gene groups that had previously been shown to segregate treatment-resistant tumors into transcriptionally defined subtypes in the castration-resistant setting (38) did not prominently identify multiple baseline tumor subgroups at the transcriptomic level (Figure 1D). Rather, nearly every focus showed strong enrichment for genes in the AR-dependent adenocarcinoma gene group, which included *AR*, *NKX3-1*, and *KLK3* (Figure 1D).

Nevertheless, we observed that tumors with larger RCB, located toward the right of the heatmap in Figure 1D, displayed lower expression of AR-dependent adenocarcinoma genes, including *KLK3*. To connect these gene expression observations to protein levels, we used PSA histology intensity scores we previously generated by automated IHC on this same cohort of samples (22). We found an inverse correlation with RCB on a per-patient basis (ρ = −0.43, *P*_ρ_ = 0.016).

Therefore, we used RCB as a continuous variable to identify differentially expressed genes (DEGs) across the cohort. Retaining the variability afforded by multiply sampled cases, we used a linear mixed-effects statistical model, holding RCB as a fixed effect and modeling each patient as a random effect (Figure 2A). The outcome of this analysis identified 644 DEGs (adjusted *P* value [*P*_adj_] < 0.05), where the log_2_ *β* coefficient of the fixed effect is given as a magnitude of each gene’s relationship with residual tumor volume (unit per log cm^3^ of posttreatment RCB) (Figure 2B). Among the genes most negatively associated with posttreatment volume were the AR-responsive genes *KLK2* and *KLK3*, suggesting that tumors expressing higher levels of these genes at baseline had greater AR activity. By contrast, 2 of the most positive genes associated with posttreatment tumor volumes were *AKR1C1* and *AKR1C3* of the testosterone biosynthesis pathway, representing, in part, an adaptive response to low androgen levels in more aggressive prostate tumors (39).

To identify targetable pathways overrepresented in baseline tumors that resist therapy, we processed the 644-gene list using the Upstream Regulator module of Ingenuity Pathway Analysis (IPA). As depicted in Figure 2C, the most negatively enriched (inactivated) regulator was AR (*z* value for correlation [*z*_corr_] = ^–^5.2, *P*_adj_ = 2.6 × 10^–15^), and the upstream regulator with the lowest adjusted *P* value was *ERBB2* (human epidermal growth factor receptor 2 [HER2]) (*z*_corr_ = 3.7, *P*_adj_ = 2.6 × 10^–37^). Elevated HER2 activity, a targeted driver of many solid tumors including lung and breast, arises from *ERBB2* mutations, (co-)receptor amplification, or increased ligand binding (40). Given that we did not observe *ERBB2* mutations or amplification genomically in our cohort (22), we sought to validate this finding using differential gene expression as a function of known routes of pathway activation in vitro. We first identified 2 published data sets (41, 42) of HER2^+^ (i.e., *ERBB2-*overexpressing) breast cancer cell lines that were treated with growth factors (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI189900DS1). Both SKBR3 and BT-474 cells demonstrated activation of *ERBB2* using the Upstream Regulator module of IPA in response to stimulation with recombinant epidermal growth factor (EGF) versus a control, with BT-474 cells also showing a similar effect after stimulation with recombinant neuregulin 1 (NRG-1).

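LNCaP is a cell line established from a lymph node metastasis of prostate cancer, and its growth depends on androgen. EGF binds EGFR, whereas NRG-1 binds HER3 and HER4, and either occupied receptor can pair with HER2. RNA was sequenced from 8 groups of LNCaP cells, with 4 libraries per group made in 2 batches. Cells of 1 group were kept in medium with fetal bovine serum (FBS). The other groups were moved to medium with charcoal-stripped serum (CSS), from which most steroid hormones have been removed, and were then left untreated or exposed to EGF or NRG-1 for 5 minutes, 1 hour, or 4 hours. The legend of Supplemental Figure 1 calls the cells serum-starved overnight, whereas the supplemental methods and the sample labels give medium with CSS. Polyadenylated RNA was sequenced with its strand recorded. After trimming, alignment, and assignment of reads to genes, the authors deposited an expected count and a value normalized for transcript length and library total (TPM) for each gene symbol in each library. The expected counts summed to a median of 77866194 per library over all 32 libraries (range 63822654 to 92401724). In FBS the median was 75110258 (63822654 to 83754507), and in CSS it was 80532318 (66903121 to 87130351). With EGF, the medians were 76443915 at 5 minutes (67359474 to 92401724), 73729450 at 1 hour (69090671 to 80300923), and 77631890 at 4 hours (69089114 to 92397749). With NRG-1, they were 78604304 (74557971 to 82190747), 82421762 (73597894 to 90465137), and 71945478 (65936153 to 77598674) at the same times. For the values given with the conclusions, expected counts were rounded to whole numbers, and 16995 genes with at least 5 counts in at least 3 libraries were tested. Library sizes were scaled by the trimmed mean of M values (TMM). All 32 libraries entered 1 quasi-likelihood fit in edgeR, with the group and the batch as terms, and each ligand group was compared with CSS. A gene was counted as a differentially expressed gene (DEG) at a Benjamini-Hochberg adjusted P value below 0.05 and a log2 fold change beyond 1 in either direction, which are the thresholds of the study. Counts relative to the TMM-scaled library size (CPM) are given as mean ± SD. The SE of a log2 fold change was taken as its size divided by the square root of the F statistic of the quasi-likelihood test. For large changes of genes with few counts it may be too small. The Ingenuity *ERBB2* gene set and its *z* scores were not used here.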

We next stimulated AR-positive LNCaP cells with 100 ng/mL EGF or NRG-1 for 5 minutes, 1 hour, and 4 hours. As anticipated, both EGF and NRG-1 induced acute phosphorylation of HER2 at Y1221/1222 at 5 minutes under both conditions, which persisted after 1 hour in NRG-1–stimulated cells (Supplemental Figure 1B), but not at 4 hours. By contrast, the 1 hour and 4 hour time points demonstrated strong activation of the Ingenuity *ERBB2* upstream regulator gene set (*z* score range: 1.8–2.1) (Supplemental Figure 1C), although gene expression–derived estimates of HER2 activity and direct phospho-protein detection of HER2 are not proportional as a function of time (Supplemental Figure 1D). Nonetheless, these data demonstrate that both routes of ligand activation of HER2 in PCa cells can drive elevation of the *ERBB2* transcriptomic signature.

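At 5 minutes, 1 gene was a DEG with EGF and 0 genes were DEGs with NRG-1. An unadjusted P value below 0.05 was reached by 251 and 324 genes, respectively, where chance alone would give 850. At 1 hour, 293 genes were DEGs with EGF (248 higher and 45 lower than in CSS) and 168 with NRG-1 (137 higher and 31 lower). At 4 hours, the numbers were 1625 with EGF (996 higher and 629 lower) and 1260 with NRG-1 (828 higher and 432 lower). When 1 hour was tested directly against 5 minutes, 287 genes differed with EGF and 165 with NRG-1 at the same thresholds. Of the alternatives tried, dropping the fold-change limit moved these numbers most, to 1617 genes at 1 hour and 8358 at 4 hours with EGF and to 1144 and 7245 with NRG-1.

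**Figure D1:**
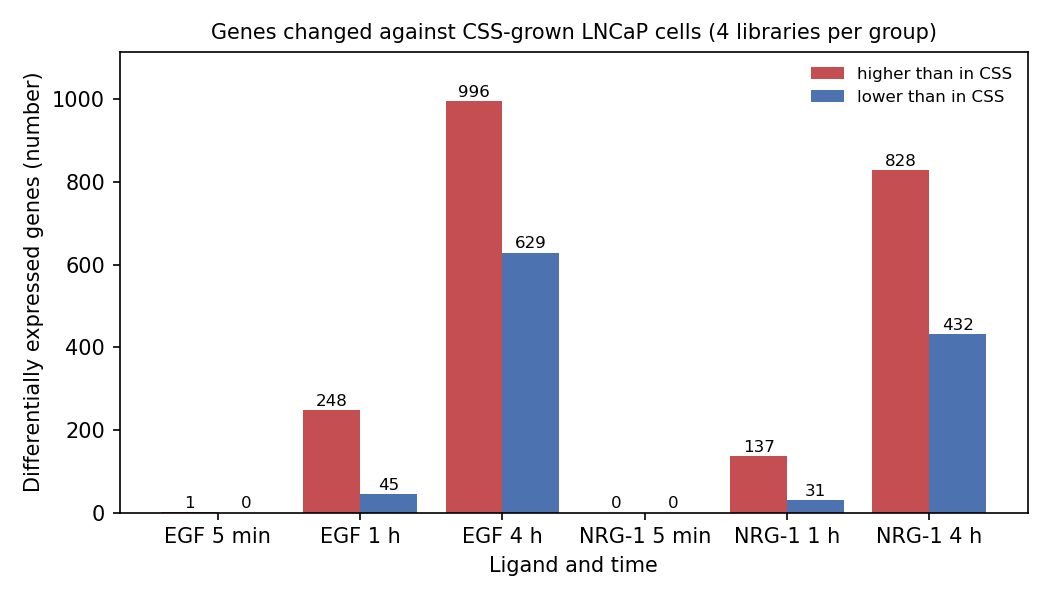
Number of DEGs against CSS (y axis) for each ligand and time (x axis), with side-by-side bars for genes higher (red) and lower (blue) than in CSS. The bars at 4 hours reach 996 higher and 629 lower genes with EGF and 828 and 432 with NRG-1.

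The gene called at 5 minutes of EGF was *EGR1*, an immediate early transcription factor. It rose from 1.26 ± 0.0942 CPM in CSS to 7.74 ± 6.65 CPM (SD, n = 4), a log2 fold change of 2.62 (SE 0.39, adjusted P = 0.00463, edgeR quasi-likelihood test). Its EGF libraries spread from 2.70 to 17.4 CPM. Without CSS replicate 3, its adjusted P value in edgeR was 0.0543, and over the alternatives it ran from 1.29e-08 to 1. At 1 hour, the largest rises, among DEGs with an average log2 CPM of at least 1 and the same direction in every same-numbered pair of libraries, were in *EGR4*, *EGR3*, and *EGR2* with either ligand. *EGR4* had 0 counts in every CSS library, so that its level was at least 295-fold higher with EGF and at least 131-fold higher with NRG-1. *EGR3* rose from 0.126 ± 0.0580 CPM to 502 ± 157 CPM with EGF (log2 fold change 11.94, SE 0.19, adjusted P = 4.87e-27 in edgeR) and to 217 ± 34.1 CPM with NRG-1 (10.79, SE 0.19, adjusted P = 5.10e-26). Its CSS libraries held 5 to 14 counts each, so these SEs may be too small. *EGR2*, with 1 to 4 counts per CSS library, changed by 11.23 and 10.20 on the log2 scale. The largest falls at 1 hour were in *TXNIP*, from 464 ± 77.3 CPM to 71.2 ± 12.0 with EGF and 139 ± 6.66 with NRG-1 (log2 fold changes -2.70 and -1.72), and in *NUAK2* (-2.67 and -1.78). For *NUAK2*, replicate 4 of NRG-1 at 1 hour had 2.00 CPM against 2.47 to 2.57 in the other 3 libraries. At 4 hours, *MMP1* had at most 1 count in any CSS library and was at least 341-fold higher with EGF and at least 98.2-fold higher with NRG-1. *MMP10* rose from 0.391 ± 0.0475 CPM to 211 ± 85.9 with EGF and 97.6 ± 24.9 with NRG-1 (log2 fold changes 9.03 and 7.93). The next largest rise was in *EGR1* with EGF (8.81) and in *ETV4* with NRG-1 (7.26). *BMF* fell from 16.9 ± 1.09 CPM to 1.77 ± 0.329 and 2.71 ± 0.385 (-3.24 and -2.64). A larger fall was fitted for *NUDT4P1*, at -4.94 with EGF (SE 1.65, adjusted P = 0.0140 in edgeR) and -4.17 with NRG-1 (SE 1.53, adjusted P = 0.0285). *NUDT4P1* is a pseudogene whose reads the counting could have divided with *NUDT4*, and its CSS libraries spread from 2.09 to 13.6 CPM, so its values are uncertain. Leaving out CSS replicate 4 gave it adjusted P values of 0.0581 and 0.102, and the alternatives gave 0.000354 to 0.178 with EGF and 0.00542 to 0.217 with NRG-1.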

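The activity of the pathway was also read from 3 gene lists compiled from general knowledge, which are not the Ingenuity set. The 1st holds genes whose transcription follows ERK activity (9 of its 10 genes were tested; *EPHA4* was not). The 2nd holds 30 immediate early genes, and the 3rd holds 20 androgen-responsive genes, of which *KLK2* and *KLK3* are also named by the study. The median log2 fold change of the ERK list at 1 hour was 1.31 with EGF and 0.94 with NRG-1 (adjusted P = 2.91e-18 and 4.46e-19, camera in limma with a preset correlation of 0.01). At 4 hours it was 1.66 and 1.15 (adjusted P = 5.68e-09 and 9.80e-09), with 9 of 9 genes higher. At 5 minutes it was 0.01 and 0.07 (adjusted P = 0.910 and 0.920). With the correlation estimated from the data (0.096 for this list), camera gave adjusted P values of 3.26e-06 and 2.92e-06 at 1 hour. At 4 hours it gave 0.000456 and 0.000457. When adjusted over the list alone, 7 and 9 ERK genes passed 0.05 at 1 and 4 hours of EGF and 6 and 9 with NRG-1, the same numbers as over all genes tested. Immediate early genes had a median of 3.23 with EGF and 2.91 with NRG-1 at 1 hour, with 28 of 30 higher in each case, and 0.72 and 0.56 at 4 hours. With the 2 genes that lay at the count floor in CSS set to their bounds, the medians at 4 hours were 0.59 and 0.33. At 5 minutes their medians were 0.09 and 0.08, past the threshold with camera (adjusted P = 2.67e-08 and 2.66e-06) but not with fry (0.0974 and 0.138), a rotation test in limma, and without EGF 5-minute replicate 3 the EGF median was 0.05. When adjusted over the list alone, 3 immediate early genes passed at 5 minutes of EGF (*EGR1*, *FOS*, and *IER2*) and 1 with NRG-1 (*EGR1*), against 1 and 0 over all genes tested. *FOS* and *IER2* were named after their values were seen. At 1 hour, 29 and 28 passed over the list alone and 29 and 27 over all genes, and at 4 hours 24 and 21 over the list alone and 23 and 19 over all genes. Over 10 comparisons of each list, 16 of 30 tests passed with camera. Of these, 13 held with a correlation estimated from the data (0.096 to 0.19 by list), and 14 held with fry.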

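*ERBB2* mRNA was 258 ± 30.1 CPM in CSS (SD, n = 4) and lay within this spread at 5 minutes and 1 hour, with log2 fold changes between -0.04 and 0.05. At 4 hours of EGF it was 420 ± 45.9 CPM (log2 fold change 0.71, SE 0.10, adjusted P = 7.45e-07, edgeR quasi-likelihood test). At 4 hours of NRG-1 it was 393 ± 79.9 CPM (0.60, SE 0.10, adjusted P = 1.23e-05). The NRG-1 change was not past the threshold in batch 2 alone (0.54, adjusted P = 0.0946 in edgeR; range over the alternatives 2.64e-10 to 0.0946). Neither change passed the fold limit of a DEG. *EGFR* rose at 4 hours from 30.4 ± 5.46 CPM to 88.3 ± 13.4 with EGF and to 71.7 ± 15.7 with NRG-1, with log2 fold changes of 1.54 and 1.24 (adjusted P = 1.29e-09 and 9.88e-08 in edgeR). *ERBB3*, which encodes HER3, fell at 4 hours from 218 ± 18.1 CPM to 156 ± 16.6 and 165 ± 21.7, by -0.49 and -0.40 on the log2 scale (adjusted P = 0.000141 and 0.00143 in edgeR). In batch 2 alone, the falls of *ERBB3* had adjusted P values of 0.137 and 0.144, which were the highest over the alternatives (the lowest were 2.67e-07 and 6.22e-06). *AKR1C1* and *AKR1C3*, close paralogs whose counts are uncertain, did not pass at 4 hours in edgeR (adjusted P = 0.258 and 0.169 with EGF and 0.190 and 0.205 with NRG-1). Over the alternatives these values ran from 0.0907 to 0.619 and from 0.0440 to 0.491 with EGF, and from 0.0352 to 0.830 and from 0.0267 to 0.727 with NRG-1, where those below 0.05 came from limma on log2 TPM.

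**Figure D2:**
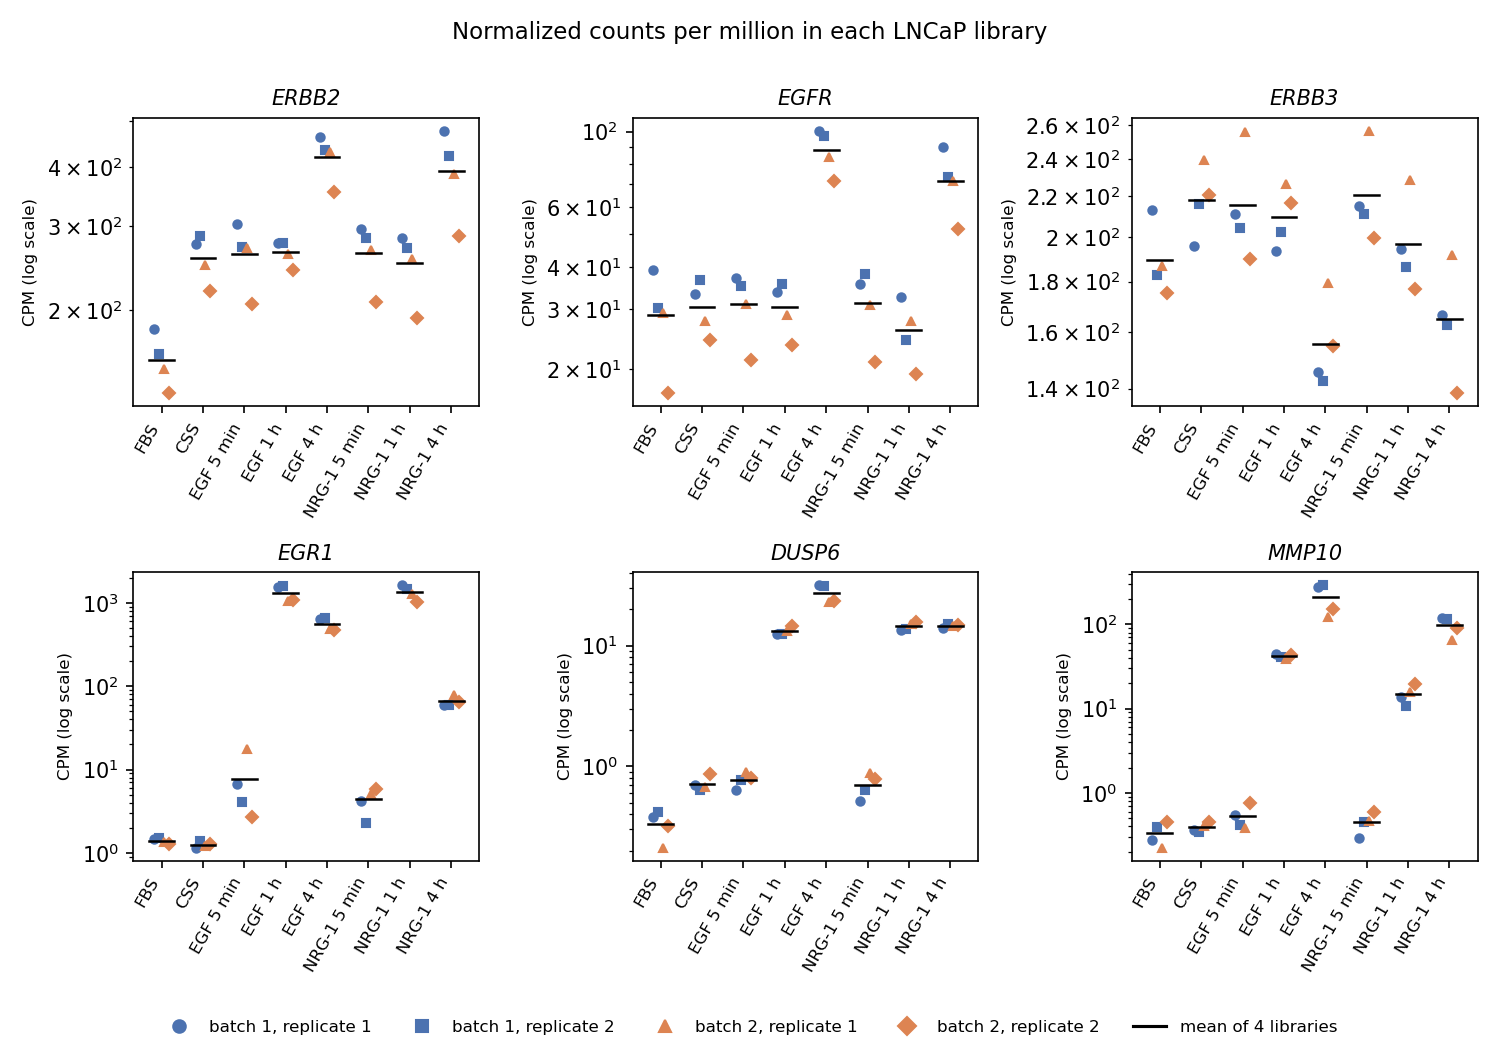
CPM in each LNCaP library (y axis, log scale) by group (x axis), with blue marks for batch 1, orange marks for batch 2, and a line at the mean of 4 libraries. *ERBB2* and *EGFR* sit highest at 4 hours of either ligand, and the means of *ERBB3* are lowest there, at 156 CPM with EGF and 165 CPM with NRG-1.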

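At 1 hour, 150 genes were DEGs with both ligands and all changed in the same direction. EGF alone gave 143 further DEGs and NRG-1 alone 18, and 276 of the 311 DEGs of either ligand (88.7%) changed more with EGF. At 4 hours, 1097 DEGs were shared, again in the same direction, with 528 for EGF only and 163 for NRG-1 only, and 1348 of 1788 (75.4%) changed more with EGF. In 20 simulations without any effect of the ligands, 0 genes were shared at either of these times. The CSS controls common to both ligands therefore did not give shared DEGs by themselves. Because hardly any gene can be called without an effect, the simulations cannot tell how many DEGs 2 separate responses would share. The difference between the ligands was tested directly. At 5 minutes 0 genes differed (184 at an unadjusted P value below 0.05). At 1 hour 29 genes differed, each higher with EGF. At 4 hours 29 genes differed, of which 25 were higher and 4 lower with EGF. The lower genes, *ACTN3*, *GPA33*, *SP140*, and *TINAGL1*, were named after their values were seen. The directions depended on the fit. At 1 hour, batch 1 alone gave 95.3% higher genes, and batch 2 alone called *TXNIP* lower (log2 fold change -1.16). At 4 hours, 100% were higher without the batch term, with only the 2 groups compared, and in batch 2 alone, but 89.3% with DESeq2. Among genes eligible by the same rule, the largest differences at 1 hour were in *MMP1* (log2 fold change 1.78, SE 0.27, adjusted P = 0.000341 in edgeR) and in *FOSB*, at 149 ± 44.3 CPM with EGF and 49.3 ± 8.24 with NRG-1 (1.59, SE 0.17, adjusted P = 7.16e-07). At 4 hours, *EGR1* was at 563 ± 94.1 CPM with EGF and 65.7 ± 9.28 with NRG-1 (3.10, SE 0.33, adjusted P = 1.12e-06 in edgeR), although its means at 1 hour were 1316 and 1352 CPM. *EGR4* differed by 2.85 at 4 hours, with at most 4 counts in any NRG-1 library. In batch 2 alone, *MMP1*, *EGR1*, and *EGR4* did not pass (adjusted P = 0.102, 0.213, and 0.867 in edgeR), and the alternatives gave 3.57e-06 to 0.102, 6.02e-15 to 0.213, and 6.31e-05 to 0.942. Without EGF 4-hour replicate 1 the number of differing genes was 15, and without replicate 2 it was 18. Because both ligands share the CSS controls, their log2 fold changes correlate across genes even with no effect. Over 16995 genes, which are not independent replicates, Pearson's *r* was 0.48 at 5 minutes, 0.75 at 1 hour, and 0.92 at 4 hours, against 0.44 to 0.58, 0.46 to 0.56, and 0.41 to 0.54 in the simulations. Spearman's rho was 0.52, 0.54, and 0.89 (simulated 0.44 to 0.47, 0.44 to 0.46, and 0.43 to 0.46). The share of genes with the same sign was 72.3%, 66.7%, and 87.8% (simulated 65.9% to 67.3%, 66.1% to 67.2%, and 65.5% to 67.0%). With separate CSS libraries for each ligand, *r* was -0.01, 0.49, and 0.79. The paper applies its Ingenuity analysis to the DEGs of each ligand and reports activation of the *ERBB2* gene set at the later times (Supplemental Figure 1C). It also reports HER2 phosphorylation with either ligand by immunoblot, and *ERBB2* activation in breast cancer cells treated with ligand. From its data it concludes that either route of ligand activation of HER2 can raise the *ERBB2* transcriptomic signature in prostate cancer cells.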

As part of previous analyses, we found that both the *TMPRSS2-ERG* fusion (measured by either IHC or RNA-Seq) and *PTEN* loss (measured by IHC) were independently associated with poor pathologic responses (see Figure 1D) and had substantial effects on global transcription (22, 43). Therefore, we further modeled ERG or PTEN IHC status as additional fixed effects in our linear mixed-effects model. Regressing out the transcriptional impacts of ERG (Figure 2D) or PTEN (Figure 2E) did not appreciably change AR’s position or statistical significance in the bottom 10 inactivated pathways and HER2’s position in the top 10 activated pathways. Thus, HER2 activity represents a potential independent and distinctive mechanism of intrinsic resistance to neoadjuvant intense ADT.

### HER2 protein levels are associated with poor response.

*ERBB2*/HER2 up-regulation or activation has been implicated previously as an adaptive response to androgen deprivation and AR inhibition in metastatic PCa (35, 44) but not as a property of tumors intrinsically resistant to ADT. To confirm the results suggested by our transcriptional analyses, we performed a series of immunostains against total and pHER2 (Y1221/1222) in matched baseline biopsy specimens (*n* = 37 cases, 1–3 slides per case for HER2; *n* = 34 cases, 1 slide per case for pHER2) and posttreatment prostatectomies (*n* = 34 cases; 1–8 slides per case) (Figure 3A). Semi-quantitative H-scoring (low H-score: 11–100; medium H-score:101–200; and high H-score: 201–300) analysis by an expert genitourinary pathologist (RTL) was used to record separate cytosolic and membranous staining for HER2 (Supplemental Figure 2, A–C). Although HER2 at baseline was detected mostly in invasive tumor foci (both membranous and cytosolic), we separately scored intraductal foci, because they usually had greater levels of staining, using the maximum H-score for each case to compare trends across the cohort, irrespective of morphology, because the maximum H-score showed a positive correlation with measurements of *ERBB2* transcripts per million across 35 IHC-matched laser capture–microdissected foci (Supplemental Figure 2D). Although more cases were positive for HER2 at baseline (*n* = 34 of 37) (Supplemental Figure 2E) than posttreatment (*n* = 20 of 34) (Supplemental Figure 2F), we observed a statistically significant correlation between pre- and posttreatment IHC staining (by patient) for HER2 (ρ = 0.39, *P*_ρ_ = 0.024) (Figure 3B).

By contrast, pHER2 was detected in a minor fraction of all baseline and posttreatment foci (Supplemental Figure 3A). Most biopsy tissues (*n* = 30 of 31) and all prostatectomies (*n* = 80) displayed focal pHER2 expression at low or background (H-score: 0–10) levels (Supplemental Figure 3, B–D). Even though both HER2 and pHER2 levels were enriched at baseline in INR patients versus exceptional responder patients (*P* = 0.046 and *P* = 0.048, respectively, by χ^2^ test) (see Figure 3C and Supplemental Figure 3E, respectively), we cannot rule out preanalytical artifacts that interfered with pHER2 detection. Nonetheless, the absence of strong pHER2 raises the possibility that prostate tumors harbor HER2 activity in the absence of canonical membrane activation. Indeed, when we projected the transcriptomes of IHC-matched laser capture microdissected foci (*n* = 35) onto the DEGs from EGF and NRG-1 stimulation (see Supplemental Figure 1), we observed a statistically significant positive correlation with cytosolic but not membranous HER2 staining (Supplemental Figure 4, A–D).

We also explored the total and phosphorylated levels of EGFR and HER3, because persistent or constitutively active signaling through RTKs occurs in many solid tumor types including subtypes of breast cancer (HER2) and lung cancer (EGFR), especially when the gene is amplified. EGFR expression, but not its phosphorylation (Y1068), displayed similar patterns to HER2 staining (Supplemental Figure 5, A–E), although baseline expression stratified by pathologic outcome was not statistically significant (*P* = 0.10, by χ^2^ test) (Supplemental Figure 5F). HER3 and pHER3 (Y1289) expression was negligible across all samples (Supplemental Figure 5, G–I).

Overall, these findings are consistent with those in our prior report (22) of exome sequencing of tumor tissue from this study, which did not show any evidence of amplification or mutations in *EGFR*, *ERBB2*, or *ERBB3* that would result in high levels of membrane staining and/or constitutively-active receptor. However, these data confirm that an increase in HER2 protein levels at baseline is a molecular feature of tumors that go on to exhibit poor responses to neoadjuvant intense ADT plus enzalutamide, and that gene expression associated with steady-state cytosolic HER2 levels is consistent with gene signatures of persistent EGF and/or NRG-1 activation.

### PCa antiandrogen resistance is driven by a preexisting subpopulation with elevated HER2 activity.

Because HER2 activity and its protein level at baseline tracked with pathologic outcome, we next sought to validate this finding. However, a lack of baseline samples acquired from other studies rendered this infeasible. Nonetheless, our observation that AR activity opposed HER2 activity offered an alternative approach amenable to any data set with whole-transcriptome gene expression. In particular, when we ranked our original data set by AR activity using single-sample gene set variation analysis of the Molecular Signatures Database (MSigDB) “Hallmark_Androgen_Response” gene set and examined those genes that tracked with AR activity, the Upstream Regulator module of IPA reported AR activity to be positively enriched (*z*_corr_ = 5.1, *P*_adj_ = 2.6 × 10^−8^) and *ERBB2* opposing it, now negatively enriched (*z*_corr_ = −2.4, *P*_adj_ = 8.4 × 10^−7^) (Figure 4A). We next used this approach on an independent cohort comprising 123 tumor samples we acquired from the Prostate Cancer Biorepository Network. We observed similar results (Figure 4B), with AR positively enriched as expected (*z*_corr_ = 5.7, *P*_adj_ = 3.0 × 10^−13^) and *ERBB2* negatively enriched (*z*_corr_ = –3.0, *P*_adj_ = 1.1 × 10^−15^). We also assessed this phenotype in the PCa cohort of The Cancer Genome Atlas, but due to concerns about substantial variability in purity arising from cell type admixtures from the original sample collection (45), we used deconvolution with dampened weighted least squares estimation to arrive at luminal PCa cell–specific gene expression values. AR was the most activated upstream regulator as expected (*z*_corr_ = 6.1, *P*_adj_ = 2.9 × 10^−9^) (Figure 4C), and *ERBB2* was again negatively enriched with the lowest adjusted *P* value (*z*_corr_ = –2.3, *P*_adj_ = 4.7 × 10^−5^). Collectively, these data suggest AR activity is inversely associated with HER2 activity across a range of untreated PCa cohorts.

Using data from the Broad Institute Dependency Map, we explored the relationship between AR or HER2 activity (similarly measured using single-sample gene set variation analysis), *ERBB2* expression, and enzalutamide sensitivity. AR activity stratified several established PCa cell lines, with NCI-H660, PC3, and DU145 cells having lower signature scores (Figure 4D). Two of these lines, DU145 and PC3 cells, also had higher HER2 scores, whereas the AR-high cell lines (22Rv1, VCaP, LNCaP, and MDA-PCa-2b cells) uniformly had lower HER2 scores. When comparing the 4 cell lines that had paired viability data from drug treatment (enzalutamide) and RNAi exposure (against *ERBB2*), LNCaP and 22Rv1 cells, which are AR-positive, had greater sensitivity to enzalutamide than did PC3 and DU145 cells (Figure 4E). However, PC3 and DU145 cells demonstrated impaired growth (relative to LNCaP cells) when treated with RNAi against *ERBB2*, indicating that established PCa cell lines may be acceptable models to explore the AR-HER2 relationship further, including the role of enzalutamide in regulating *ERBB2* expression and HER2 activity.

To determine how inhibiting AR with enzalutamide affects HER2 levels, we first performed flow cytometry with anti-HER2 antibodies in LNCaP cells treated with enzalutamide over 3 days. As shown in Figure 5, A–C, inhibition of AR increased levels of HER2, enriching for the population of cells with higher levels of HER2, resulting in statistically significant increases after 72 hours by both MFI (*P*_adj_ = 0.023) and a subpopulation defined in each experiment as the top 20th percentile of HER2-expressing cells in the untreated control (*P*_adj_ = 0.023). To test whether this was due to direct effects of AR on the *ERBB2* locus, we performed anti-AR ChIP in LNCaP cells (Figure 5D) and identified a prominent binding peak in the middle of the *ERBB2* locus. We used previously published LNCaP H3K27ac ChIP and HiChIP data sets (46, 47), which indicated sites of potential enhancer looping between the AR binding site in *ERBB2* and proximal elements (within ~50 kb) that had increased H3K27 decoration upon enzalutamide treatment. This established that enzalutamide treatment selects for cells with transcriptional activation of *ERBB2* that is directly increased by AR inhibition.

To assess whether increased expression of *ERBB2* is an intrinsic property of these cells or an adaptive effect of AR inhibition, we accessed a published single-cell RNA-Seq data set (48) in which LNCaP cells were treated with antiandrogen and transcriptomically profiled shortly after exposure (48 hours) or after resistance developed (9–13 months) (Figure 5E). After joint normalization of the untreated (DMSO) control and treated samples, we used trajectory analysis to identify differentially expressed clusters of genes (Figure 5, F and G), with clusters 7, 8, and 9 best representing cell clusters present at baseline that were enriched upon resistance development (Figure 5H). We derived DEGs using pseudo-bulk analysis, comparing these 3 clusters with the rest. IPA recapitulated our earlier findings (Figure 5I), showing *ERBB2* activity increased in resistant cells (*z*_corr_ = 3.0, *P*_adj_ = 7.4 × 10^−38^), whereas AR activity decreased in sensitive cells (*z*_corr_ = −3.5, *P*_adj_ = 1.6 × 10^−24^). Collectively, these data suggest de novo PCa cell resistance to antiandrogen is driven, at least in part, by a preexisting subset of cells with elevated HER2 activity.

### AR-positive PCa cell lines are sensitive to HER2 inhibition, which enriches for cells with greater AR activity.

The increased abundance of HER2 activity in enzalutamide-resistant PCa cells raises the possibility that treatment with inhibitors against HER2 (or other RTK) may either increase tumor cell AR activity or enrich for the population of tumor cells that is harboring greater AR activity. We thus assessed the sensitivity of 8 different RTK inhibitors (RTKis)—afatinib (AFA), dacomitinib (DAC), erlotinib (ERL), gefitinib (GEF), lapatinib (LAP), neratinib (NER), sunitinib (SUN), and vandetanib (VAN)—against 3 different AR-positive PCa cell lines: LNCaP, LAPC-4, and 22Rv1 cells. LNCaP and LAPC4 cells represent an earlier state of hormone sensitivity in an untreated tumor, and 22Rv1 cells are AR-positive cells with treatment-acquired resistance to hormone therapy and antiandrogen.

Using a 7-concentration dose-response curve in sextuplicate, we derived IC_50_ values for each RTKi over 5 days, repeated at least 3 independent times (Figure 5, A and B), and assessed viability using CellTiter-Glo (CTG). As predicted, all 3 AR-positive cell lines displayed exquisite sensitivity to NER (range of IC_50_: 0.47–1.3 μM), an irreversible inhibitor selective for HER2. Cells were also sensitive to AFA (range of IC_50_: 1.0–2.8 μM), an inhibitor of homo- and heterodimerization for EGFR/HER2/HER3. Consistent with our finding that EGFR levels alone did not track with resistance (see Supplemental Figure 5), EGFR-specific inhibitors such as GEF and ERL displayed weak or no antitumor effect, respectively (Figure 6B).

Using these empirically determined IC_50_ doses, we next examined the impact of drug exposure on gene expression over 5 days across 3 independent experiments. As controls, we also treated cells with enzalutamide or abiraterone, or we grew cells with charcoal-stripped serum (CSS) to deplete the media of androgens. We extracted RNA at each time point and performed whole-transcriptome sequencing (Figure 6A). Using a linear mixed-effects model, we identified DEGs that changed in the same direction (up or down) over the entire time course, per unit time. We then processed these genes using the Upstream Regulator module of IPA to determine if AR activity was increasing on account of the RTK treatment (Figure 6C). Most RTKi treatments resulted in statistically significant and positive *z* scores for AR activity. Notably, we observed that upon treatment with AFA at each cell line’s IC_50_, increased AR pathway activity was observed across the LNCaP, LAPC-4, and 22Rv1 cell lines. Increases in AR activity were also observed with NER treatment for LNCaP and 22Rv1 cells, and surprisingly, treatment with the VEGFR inhibitor SUN also had a consistent and positive impact on AR activity. By contrast, treatment with ADT (CSS), abiraterone, or enzalutamide had mostly negative effects on AR activity.

At the protein level, treatment with AFA in both LNCaP (Figure 6D) and 22Rv1 (Figure 6E) cells dramatically enriched for AR expression after 1 day and persisted for up to 5 days. Increases in PSA protein levels were also observed over days 1–5 (Figure 6, D and E). Collectively, these findings suggest that RTKis, particularly the HER2 inhibitors AFA and NER, are highly potent on established AR-positive PCa cell lines, and that cells resistant to these treatments after 1–5 days express proportionally greater levels of AR.

### Nascent PCa harbors distinct HER2-high and AR activity–high subpopulations of tumor cells that are differentially responsive to HER2 inhibition.

We next investigated whether separate populations of AR activity–high and HER2-high cells coexist within the same prostate tumors, similar to what we have observed in vitro (see Figure 5). Therefore, we designed a multiplex immunofluorescent panel to capture nuclear AR, cellular PSA (as a readout of AR activity), and membrane-localized HER2 from FFPE sections of treatment-naive radical prostatectomy tissue. We applied this panel to 62 prostate tumors from 61 patients, performed whole-slide imaging, and analyzed the stained slides using the HALO AI platform to obtain tumor cell–specific segmented estimates of each marker’s expression (Figure 7A), covering a total of 5,655,686 segmented cells. We scored each cell using a ratio of HER2 membrane intensity to PSA cellular intensity (see Methods).

To our surprise, we found that having variable proportions of AR activity–high or HER2-high prostate tumor cells was a nearly universal feature of untreated (hormone-sensitive) localized prostate tumors. We observed distinct populations of PSA-high/HER2-low and HER2-high/PSA-low cells in most of these cases (Figure 7B), which were predominantly Gleason Grade Group 3. Although PCa luminal epithelial cells were universally AR-positive, regions that were PSA (and/or AR) activity–high were mutually exclusive to tumor foci that were expressing high levels of HER2, and vice versa. Consistent with our earlier analyses (see Figures 2, D and E), coexisting subpopulations were independent of concordant PTEN or *ERG*-fusion status (Figure 7B).

Although a bimodal distribution of these 2 phenotypes, as measured by HER2/PSA ratio score, was observed in most cases, the relative proportion of HER2-high versus AR activity–high cells varied across the cohort (Figure 7C). In some cases, a single homogeneous population was observed (Figure 7C). We performed bulk RNA-Seq on all 62 of these tumor sections and identified 466 DEGs (FDR < 0.1, log-ratio test) that tracked with the median immunofluorescence (IF) HER2/PSA ratio score across the cohort. When using the Upstream Regulator module of IPA, the most positively enriched (activated) regulator was *ERBB2* (*z*_corr_ = 2.2, *P* = 6.2 × 10^−3^), confirming that our HER2/PSA ratio score was accurately identifying tumors with elevated HER2 activity as also measured transcriptomically (Figure 7D).

Given the multiple lines of evidence supporting HER2 expression in human prostate tumors and the potency of HER2 inhibition in PCa cell lines (see Figure 6B), we next asked whether HER2 inhibition had an antitumor effect in human patient–derived PCa models. We established and treated 4 different PCa organoid models derived from intermediate-risk disease with either 10 μM ABT-737 (a BCL-2 inhibitor) as a positive control or 0–5 μM NER. At 48 hours after treatment, we dissociated the organoids, stained the cells with 7-aminoactinomycin D and conjugated antibodies against Annexin V, and quantified staining using flow cytometry. After gating each organoid model for live and dead cells following ABT-737 treatment (Figure 8A), we applied these gates to the NER-treated models (Supplemental Figure 7).

As summarized in Figure 8B, 2 models (183 and 187) demonstrated exquisite sensitivity to NER, with greater than 80% of cells dead at 3 μM and greater than 95% cells dead at 5 μM concentrations. By contrast, model 190 was mostly resistant, with less than 35% apoptotic at the 5 μM concentration. Intriguingly, model 188 displayed a mixed phenotype with approximately 50% and 65% of cells apoptotic at the 3 μM and 5 μM concentrations, respectively. Indeed, by multiplex immunofluorescence, P187 had a greater number of HER2-high and PSA/AR–low foci, whereas P190 harbored more HER2-low and PSA/AR–high foci (Figure 8C). In 3 of 4 cases, the histology and HALO AI cell segmentation accurately predicted pharmacologic behavior (Figure 8D). This range of responses, along with the bimodal distributions of cells observed by multiplex IF (Figure 8D), confirms that as the proportion of HER2-dependent cells changes between individuals, those preexisting subpopulations confer differential sensitivity to HER2 inhibition.

Finally, we reasoned that if preexisting and comingled cell populations were to be treated using an approach targeting both the AR activity–high and HER2 activity–high tumor cells, the exposure paradigm would need to be additive rather than synergistic, because the target cells are separate populations, as suggested by our organoid experiments (see Supplemental Figure 7). Using PCa cell lines to enable multiple independent replicates, we observed that a combination approach of enzalutamide and AFA in LNCaP cells at the drugs’ respective IC_20_ marginally decreased cell viability greater than the IC_20_ dose of enzalutamide or AFA alone (Figure 8E). By contrast, treatment with enzalutamide, AFA, or NER at an IC_50_ dose consistently killed approximately 50% of LNCaP cells, and the addition of AFA or NER to enzalutamide at its IC_50_ further improved cell killing to approximately 80% (*P*_adj_ < 0.0001, repeated measures ANOVA) and 65% (*P*_adj_ = 0.0004), respectively (Figure 8F). Similarly, VCaP cells treated with enzalutamide plus AFA or NER at their respective IC_50_ values improved cell killing to 97% (*P*_adj_ < 0.0001, repeated measures ANOVA) and 86% (*P*_adj_ = 0.0029), respectively (Figure 8G). Collectively, these data indicate that the improved antitumor effect of combining antiandrogen with HER2 inhibition is due to the simultaneous targeting of 2 distinct cell subpopulations.

Together, our findings indicate that localized PCas may be variably sensitive to HER2 inhibition or to combination AR and HER2 inhibition, depending upon the proportion of HER2-high/AR activity–low tumor cells contained therein.

## Discussion

Neoadjuvant therapies for PCa face inherent challenges of patient selection and the uncertainties of how subsequent therapies, upon recurrence, contribute to metastasis development. In this study, we identified patterns of baseline gene expression signatures that tracked with the volume of posttreatment residual disease, a surrogate pathologic biomarker for BCR (20). Our identification of HER2 activity association with poor responses to intense androgen deprivation neoadjuvant therapy is, in turn, associated with these tumors’ lower dependence on AR and thus decreased sensitivity to AR antagonism. We also demonstrated that HER2 inhibition, alone or in conjunction with AR-targeted therapies, has potent antitumor activity in the hormone-sensitive setting.

Notably, our present study demonstrates that HER2 expression in primary PCa represents a therapeutic vulnerability. HER2 has long been a tantalizing target in PCa, although most studies have been conducted in the metastatic and castration-resistant settings after tumors have recurred after androgen ablation. These prior studies commonly feature AR and HER2 in a single oncogenic axis (32, 34–37, 49, 50), with a notable exception describing opposing activities of AR and KLF5 centering on *ERBB2* expression (51). Collectively, the results presented in these prior studies (i.e., molecular mechanisms promoting AR activity in HER2-high tumor cells) reflect years of prolonged ADT for recurrent PCa, such that the therapeutic window for cotargeting HER2 and AR would have been lost. Indeed, the *AR* gene is amplified in 50%–80% of ADT-treated metastatic tumors, which results in marked reprogramming of cistromic and *cis*-regulatory elements governing gene expression (52, 53). In the hormone-sensitive setting, HER2 monotherapies have also been largely ineffective (49, 54), which may be explained in part by our finding that the proportion of AR- and HER2-dependent cells varies by patient, necessitating cotargeting. Our finding that approximately 60% of patients with high-risk localized PCa in the present study harbored moderate to high levels of HER2 protein expression in the absence of genomic amplification mirrors the findings of prior histologic analyses (55–57).

Although AR-targeted therapies alone are highly effective in the hormone-sensitive localized and metastatic settings, the addition of chemotherapy to ADT plus a novel hormonal agent has demonstrated that up-front intensification delays progression to castration resistance (58, 59). In the present study, we demonstrated sensitivity to HER2 monotherapy in ex vivo, patient-derived organoid models and HER2/AR combined inhibition using cell lines in vitro. Further confirmatory studies using in vivo preclinical models are necessary. With genomically informed neoadjuvant studies (e.g., ClinicalTrials.gov identifier NCT04812366) testing similar combinations in the presurgical setting, the work we report here nonetheless substantiates clinical investigation into the targeting of HER2 with or without intensive ADT, based in part on AR-high versus -low transcriptional activity or the proportion of each cell subset as determined by IHC. Indeed, this proportion may serve as a molecular determinant of ADT sensitivity, given that the AR activity–low cells are a preexisting subpopulation necessitating combination therapy at doses indicative of 2 independent targets (see Figures 7 and 8). Thus, because this subset of never-before-treated, de novo prostate tumors were showing little (or no) AR activity by transcriptional and histologic profiling, ADT would not be appropriate as a universal first-line systemic therapy.

In this study, we used transcriptional signatures of baseline HER2 activity based on the discovery of their robust correlation with posttreatment residual tumor volume. Canonically, HER2 activity is mediated downstream of ligands (e.g., EGF and NRG-1) resulting in phosphorylation of HER2 on tyrosine residues that accompany homodimerization and heterodimerization with EGFR and HER3 (60). Notably, these signatures correlated best with the steady-state cytosolic, but not membranous, levels of total HER2 protein detected by IHC in human tissues, with pHER2 detected at very low levels. Although this might reflect the challenges associated with IHC detection of phosphorylated epitopes in archival tissues, *ERBB2* is not amplified or mutated in any of these prostate tissues, and thus the pathologic grading standards applied to HER2^+^ lung and breast tumors may not necessarily apply. Although AR binds to the *ERBB2* locus, future investigation to assess the role of ligand-stimulated HER2 signaling in prostate tumor tissues will more clearly define the biological basis for HER2 activation beyond *ERBB2* expression and its role in promoting prostate tumor cell growth and survival in an AR activity–low state.

A distinction, as well as a limitation, of the present study was our use of prostate biopsy tissue from a neoadjuvant therapy clinical trial as a platform for discovery. Such abundance of biopsy tissue, made possible by the requirement of our treatment protocol for on-study targeted biopsies, was not possible for other neoadjuvant studies with molecular components recently published (10, 11, 24, 25). However, without well-defined transcriptomes across a broad range of tumor pathologic responses (i.e., RCBs), direct validation of the results of this study was not possible in a statistically meaningful secondary cohort. However, by using AR transcriptional activity as a surrogate marker of RCB, we found that AR activity and HER2 activity remain as distinctly inverse properties of prostate tumors that could be extended to other case sets. This inverse relationship of AR and HER2 activity, which, to our knowledge, has never been previously described in localized PCa, is similar to that recently reported for salivary gland cancers (61, 62). Salivary duct carcinoma normally expresses the AR, but a subset was shown to have higher levels of HER2 that corresponded to low or absent AR expression (62). Consistent with the present study’s findings, patients with high HER2/low-AR salivary duct carcinoma had worse prognoses (62).

Determining long-term disease-free survival benefits requires more extensive follow-up from the results of neoadjuvant therapy clinical trials, especially when conducted as platform studies with pathologic readouts. However, as we have shown here, a feature of prostate tumors to resist direct AR antagonism by enzalutamide is their intrinsic phenotype of having lower levels of AR activity. Therefore, even in the absence of extended clinical follow-up data, we have identified what we believe are previously unappreciated features of prostate tumor cells with direct clinical significance in their sensitivity to HER2 inhibition while demonstrating resistance to enzalutamide. Going beyond the population of patients with high-risk localized PCa, we propose that the AR activity–low population of metastatic hormone-sensitive PCa that would otherwise show poor response to enzalutamide may be targeted by HER2 inhibition, a hypothesis that could be readily tested in a genomically guided adjuvant therapy clinical study.

## Methods

### Sex as a biological variable.

Our study used specimens and cell lines derived only from male patients because PCa is only relevant in men.

### Biopsy specimen and radical prostatectomy selection.

Biopsy specimens for LCM and IHC were previously described (22). Briefly, patients who enrolled in a clinical trial of neoadjuvant ADT plus enzalutamide for 6 months underwent templated and magnetic resonance/ultrasound-fusion targeted biopsies prior to the initiation of therapy. Biopsy specimens were selected for LCM and IHC on the basis of tumor content and adverse pathologic features. Radical prostatectomy specimens from each patient were used to derive RCB volumes as a measure of absolute pathologic response, as previously described (8, 22, 63). Briefly, RCB was calculated by multiplying the slope of the regression line (0.4) by block thickness (0.6 cm), by the number of slices containing residual tumor, by the largest cross-sectional width and length of that tissue, and by tumor cellularity. We considered patients with an RCB < 0.05 cm^3^ as exceptional responders and we grouped INR patients into a single category for RCB > 0.05 cm^3^. Residual tumor was identified using a combination of routine H&E and additional immunostains to verify the presence of residual tumor, including anti-NKX 3.1, PIN-4 cocktail, CAM5.2, and anti-p63 as previously described (8, 22).

All prostatectomy blocks harboring residual tumor were used for immunostains against EGFR, pEGFR, HER2, pHER2, HER3, and pHER3. One biopsy block per case was used for immunostains against HER2. The numbers of cases with biopsy blocks harboring sufficient remaining tumor material for additional IHC were as follows: anti-EGFR, 35; anti-pHER2, 31; and anti-pEGFR, 29.

A separate cohort comprising radical prostatectomy specimens from 61 patients (described in ref. 64) who received no prior therapy was used for bulk RNA-Seq and multiplex staining of HER2, AR, and PSA. Each block containing tumor tissue was selected from the index lesion of each tumor.

Organoids derived from patients with PCa were acquired from fresh prostatectomy tissue in patients undergoing radical retropubic surgery at Emory St. Joseph Hospital (Atlanta, GA). Tumor tissue was identified jointly by the attending surgeon and pathologist at the time of tissue grossing.

Frozen prostatectomy specimens (embedded in OCT) from the Prostate Cancer Biorepository Network (PCBN) were sectioned onto glass slides and stained with H&E, or were shipped as ribbon curls in microfuge tubes. After review by a genitourinary pathologist (RTL) to confirm the presence of tumor cells, ribbon curls were processed using the RNeasy Plus Mini Kit (Qiagen) to extract total RNA.

### Tissue processing.

Diagnostic H&E slides of FFPE biopsy tissue were reviewed by 2 genitourinary pathologists (RTL and HY). Additional immunostains for tissue characterization and/or to guide LCM were performed on 5 μm serial sections of tissue, as previously described (22). All IHC assays were performed using validated protocols on a PATH FLX autostainer (Biocare Medical). For LCM, additional 5 μm serial sections of tissue were cut onto polyethylene naphthalate membrane slides (MicroDissect), with glass slides cut after every 5 membrane slides for additional H&E and IHC stains to serve as references. Membrane slides were baked, deparaffinized, rehydrated, and stained with Paradise stain (ThermoFisher). Approximately 10,000–50,000 tumor cells per ROI were captured from serial sections, using an ArcturusXT Ti microscope onto CapSure Macro LCM Caps (ThermoFisher) using the infrared capture and UV cutting lasers. Adjacent stromal tissue that was incidentally captured was ablated using the UV laser. Micrographs of each cap were taken after each LCM session and cross-referenced against reference slides by 2 blinded genitourinary pathologists (RTL and HY) to verify the regions captured. RNA was extracted from LCM tissues by using a clean scalpel to excise the LCM cap polymer and immerse it in Buffer PKD from the RNeasy FFPE Mini Kit (Qiagen). Full laboratory procedures for tissue staining can be found in the Supplemental Data.

### Cell culture and protein analysis.

LNCaP, 22Rv1, and VCaP cells were purchased from the American Type Culture Collection. LAPC-4 cells were a gift from Charles Sawyers, Memorial Sloan Kettering, New York, NY, USA. Cells were authenticated by STR profiling (Laragen) every 6 months. LNCaP and 22Rv1 cells were maintained in RPMI-1640 containing 10% FBS, 1% penicillin-streptomycin solution, and 1% l-glutamine. LAPC-4 cells were maintained in IMDM containing 10% FBS, 1% penicillin-streptomycin solution, and 1% l-glutamine. VCaP cells were maintained in DMEM containing 10% FBS, 1% penicillin-streptomycin solution, and 1% l-glutamine.

Dose-response curves were performed with 22Rv1, LAPC-4, LNCaP, and VCaP cells for each new lot of drug acquired. Abiraterone, enzalutamide, AFA, ERL, DAC, GEF, LAP, NER, SUN, and VAN were acquired from the National Cancer Institute Developmental Therapeutics Program Open Chemicals Repository Collection. For each assay, cells were seeded in solid, white, flat-bottom, tissue culture–treated 96-well plates, at 5,000 cells per well in a volume of 100 μL. Blank wells were filled with 150 μL of complete medium. Unused wells were filled with 75 μL of PBS. Each agent was prepared in DMSO (vehicle) in 50 μL at 3 times its intended concentration for a final volume per well of 150 μL. Drug concentrations were tested at 100, 50, 10, 5, 1, 0.1, and 0 μM 1 day after plating, and cell viability was measured after 5 days of treatment using CTG 2.0 Cell Viability Assay Reagent (Promega; G9243). Prior to measurement, plates were left to equilibrate for 30 minutes at room temperature (RT), 75 μL of CTG reagent was added per well, and plates were read using a Tecan Infinite M200 Pro with 1.5 mm of orbital shaking for 2 minutes, 10 minutes of incubation, and luminescence reading with integration time for 1,000 milliseconds.

Cells were treated with each agent at its IC_50_ (or IC_20_), alone or in combination, to measure tumor cell viability, RNA levels, or protein levels. For drug treatments to assess viability, cells were seeded the same way, treated 1 day after plating, and grown for 5 days prior to incubation with CTG. Viability measurements were performed at least 5 times independently. For RNA and protein extraction, cells were seeded in 6-well plates at 50,000 cells per well in a volume of 2 mL. Cells were grown to 75% confluency prior to drug treatment. Cells were grown for 5 days, treated for 5, 3, 1, or 0 days, in duplicate for RNA and protein extraction, at least 3 times independently.

RNA was extracted using the RNeasy Plus Mini Kit, scraping cells directly into Buffer RLT Plus. Protein was extracted by scraping cells into RIPA buffer (Pierce; 89900) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (ThermoFisher; 78440). Lysates were incubated on ice for 10 minutes, vortexed, and centrifuged at 21,000*g* for 10 minutes at 4°C. Supernatants were stored at –80°C.

Protein lysates were separated by SDS-PAGE on 4%–15% Criterion TGX protein polyacrylamide gels (Bio-Rad) and transferred to nitrocellulose membranes via semi-dry transfer. After 1 hour of blocking in 10% nonfat dry milk in TBST, membranes were incubated with the following primary antibodies overnight at 4°C, all diluted into TBST with 5% BSA: anti-AR clone D6F11 (Cell Signaling; 5153), anti-PSA clone D6B1 (Cell Signaling; 5365), and anti-actin clone C4 (Millipore; MAB1501). Membranes were washed and incubated with HRP-conjugated secondary antibodies (1:5,000–10,000 dilutions) for 1 hour, reacted with Clarity Western ECL substrate (Bio-Rad; 1705061) and visualized using the ChemiDoc Touch Imaging (Bio-Rad) system.

For flow cytometry against HER2, LNCaP cells were plated in 10 cm dishes at a density of 400,000 cells per plate. Cells were grown overnight and treated with enzalutamide for 0, 24, or 72 hours. Cells were rinsed once with cold PBS and harvested by scraping into microfuge tubes, using cold FACS Buffer (PBS containing 2% FBS with 1% 0.5 M pH 8.0 EDTA). Cells were subjected to viability staining with the LIVE/DEAD Fixable Aqua Dead Cell Stain kit for 405 nm excitation (ThermoFisher; L34966) for 1 hour on ice. Cells were fixed using 4% paraformaldehyde for 5 minutes at RT and permeabilized with 0.5% Tween-20 for 5 minutes at RT. After washing, cells were stained with HER2 antibodies conjugated to APC/Fire 750 (24D2) (1:50 dilution; BioLegend, 324422) for 30 minutes at RT. Cells were subjected to Vector TrueVIEW Autofluorescence Quenching Kit (Vector; SP-8400-18) at a 1:1:1 ratio for 5 minutes at RT. Samples were acquired on a BD FACSymphony A5 cell analyzer and analyzed using FlowJo 10. Each treatment group was compared with the day 0 control. MFI was calculated from the global population for all treatment groups, and the top 20% HER2 expression was calculated as all fluorescence intensity above the 20th percentile for each biological replicate.

### Patient-derived organoids.

Fresh tumor tissues from prostatectomies were minced and digested in basal medium (Advanced DMEM/F12 containing Glutamax, HEPES, and antibiotics) containing 5 mg/mL collagenase type II, and 10 μM Rho-kinase inhibitor (Y-27632) overnight at 37°C. Erythrocytes were lysed in 1 mL of RBC lysis buffer for 5 minutes at RT, followed by centrifugation at 300*g*. The cell pellet was resuspended in growth factor–reduced Matrigel (Corning; 354230) and seeded as ~20,000 cells in a 40 μL drop in the middle of a 24-well plate. Prostate organoids were cultured in basal medium containing the following: 50× B-27, 10% R-spondin–conditioned medium, 5 ng/mL EGF, 10 ng/mL FGF-10, 5 ng/mL FGF-2, 1.25 mM *N*-acetylcysteine, 10 μM Y-27632, 500 nM A-8301, 10 mM nicotinamide, 100 ng/mL Noggin, 1 μM prostaglandin E2, 10 μM SB202190, and 1 nM dihydrotestosterone. Medium was changed every 2–3 days. Organoids appear within 7 days after plating and passaging at a 1:4 dilution every 1–3 weeks with TrypLE Express containing 10 μM Y-27632, followed by mechanical dissociation to single cells.

Organoids were plated at a density of 20,000–30,000 cells per well and treated with ABT-737 (MedChemExpress; HY-50907) (10 μM) or NER at 1, 3, and 5 μM for 72 hours. Cells were harvested, spun down, and washed twice with 1× cold PBS. Cells were subjected to viability staining with the Pacific Blue Annexin V Apoptosis Detection Kit with 7-aminoactinomycin D (BioLegend; 640926). Samples were acquired on a BD FACSymphony A3 cell analyzer and analyzed using FlowJo 10.

### Library preparation and sequencing gene expression profiling.

Up to 100 ng of RNA extracted from FFPE tissues (Dana-Farber/Harvard Cancer Center cohort), up to 1 μg of RNA extracted from frozen tissue sections (Prostate Cancer Biorepository Network cohort), and 1 μg of RNA from cell lines were used for preparing paired-end Illumina-compatible RNA-Seq libraries. Tissue-derived RNA was first processed using the NEBNext Globin & rRNA Depletion Kit (New England Biolabs), while cell line–derived RNA was processed using polyA capture. Enriched RNA was assembled using the NEBNext Ultra II Directional RNA Library Prep Kit and sequenced on an Illumina NovaSeq system. Full procedures for bioinformatic processing can be found in the Supplemental Data.

### Library preparation and sequencing for ChIP-Seq.

Approximately 10 million LNCaP cells were fixed using 2 mM DSG (CovaChem) for 10 minutes, followed by 1% formaldehyde for 10 minutes at 37°C, and quenched with 2 M glycine for 5 minutes at RT. Cross-linked cells were resuspended in cold lysis buffer (50 mM Tris pH 8.0, 10 mM EDTA, 0.5% SDS, 1× protease inhibitor cocktail) and sheared using a Bioruptor Pico device (Diagenode). Fragmented chromatin was incubated with 3 μg of AR antibody (Abcam; 108341) overnight at 4°C. Input was 5% of each sample prior to addition of antibody. Protein A/G beads (ThermoFisher) were added and incubated for 1 hour at 4°C, washed 6 times with RIPA buffer (50 mM HEPES pH 7.5, 1 mM EDTA pH 8.0, 500 mM LiCl, 0.7% sodium deoxycholate, 1% NP40), and eluted in 100 mM NaHCO_3_, 1% SDS. Samples, including input DNA, were treated with RNase A (ThermoFisher) for 30 minutes at 37°C followed by proteinase K (New England Biolabs) at 65°C overnight to reverse crosslinking. ChIP DNA was purified with Monarch Genomic DNA Purification Kit (New England Biolabs) and concentrations were quantified by Qubit (ThermoFisher) and TapeStation (Agilent). Libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit (New England Biolabs) and sequenced on the Illumina NextSeq platform. Full procedures for bioinformatic processing can be found in the Supplemental Data.

### Statistics.

Statistical analyses were performed using GraphPad Prism 10, Microsoft Excel for Mac 16, and R 4.2.0. Comparisons of genes based on RCB were performed using linear mixed-effects models with up to 2 fixed effects. Pathway enrichment was filtered and sorted by *P* values, adjusted *P* values, and bias-corrected *z* scores. Associations between factors were measured using Pearson and Spearman correlations and log-ratio tests. Comparisons of cell abundance were performed using ANOVA tests with Bonferroni adjustment for multiple comparisons or with Friedman tests with Dunn’s post hoc test.

### Study approval.

All specimens were used in accordance with the terms of informed written consent provided by study participants and patients, in accordance with the principles of the Declaration of Helsinki. The collection and analysis of tissue from patients with localized PCa treated by neoadjuvant ADT plus enzalutamide were approved by the NIH IRB (protocol 15-c-0124; ClinicalTrials.gov identifier NCT02430480). Tissue samples were acquired from the PCBN through an agreement with the University of Washington Genitourinary Cancer Specimen Biorepository (agreement 888). Organoids derived from patients with PCa were acquired and grown at Emory University under an Emory IRB–approved protocol (STUDY00005649). Standard-of-care prostatectomy specimens were used in accordance with protocols 15-008 and 15-492 from the Dana-Farber/Harvard Cancer Center.

### Data availability.

The data underlying this article have been deposited in the Database of Genotypes and Phenotypes (https://www.ncbi.nlm.nih.gov/gap/) (phs001938.v3.p1 and phs001813.v3.p1) and the Gene Expression Omnibus (GSE183019, GSE183100, GSE201284, GSE183126, GSE152516, GSE222196, GSE302203, and GSE304127) (https://www.ncbi.nlm.nih.gov/geo/). Underlying data values are presented in the Supporting data values file.

## Author contributions

SW, IMK, DL, SYT, JRB, NTT, AB, KEH, CS, BV, NCW, NVC, RA, and RL contributed to data acquisition. SW, ATK, SYT, JRB, AB, ERS, JMF, and CSJ contributed to methodology. HTK, PAP, PLC, BT, WLD, and FK provided reagents and/or patients. SW, ATK, SK, RTL, NTT, AB, CL, HY, and SAH contributed to data analysis. SW, DYT, HTK, and AGS supervised the study. All authors contributed to drafting, reviewing, and editing the manuscript. Authorship order among the co-first authors was determined by chronological order in which they began work on this project.

## Funding support

This research was supported in part by the Intramural Research Program of the NIH and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central. The contributions of the NIH authors are considered works of the U.S. government. The findings and conclusions presented in this article are those of the authors and do not necessarily reflect the views of the NIH or the U.S. Department of Health and Human Services. Portions of this work used the computational resources of the NIH HPC Biowulf cluster.

- Prostate Cancer Foundation (Young Investigator Awards to SW, ATK, and SAH).
- Department of Defense Congressionally Directed Medical Research Program, Prostate Cancer Research Program (PCRP) Early Investigator Awards W81XWH-19-1-0712 (to SW) and W81XWH-22-1-0067 (to ATK).
- PCRP Impact Award W81XWH-16-1-0433 (to AGS).
- PCRP Prostate Cancer Biorepository Network (W81XWH-18-2-0013, W81XWH-18-2-0015, W81XWH-18-2-0016, W81XWH-18-2-0017, W81XWH-18-2-0018, and W81XWH-18-2-0019).
- NIH Medical Scientist Training Program Grant T32GM008169 (to CSJ).
- NIH Predoctoral Award F30CA243250 (to CSJ).
- Intramural Research Program of the National Cancer Institute.

## Supplementary Material

Supplemental data

ICMJE disclosure forms

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
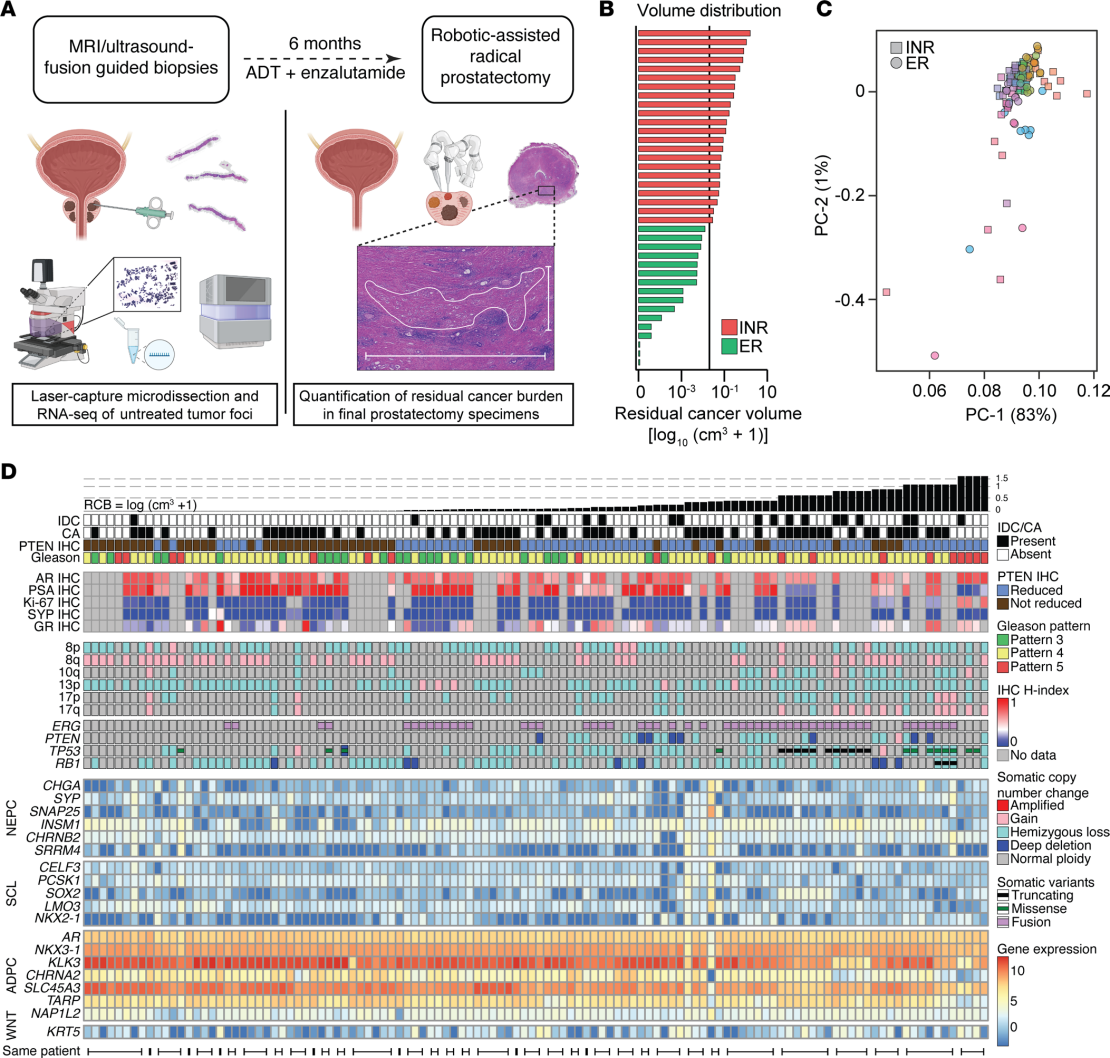
Integrated molecular landscape of prostate tumors prior to neoadjuvant-intense ADT. (**A**) Schematic of workflow in which LCM and RNA-Seq of tumor foci from image-guided baseline biopsy specimens (left) were used to assess gene expression differences that track with posttreatment pathologic tumor volumes (right). (**B**) Distribution of RCB (1 row per patient) plotted on a logarithmic *x*-axis with a pseudocount (cm^3^ + 1). ER, exceptional responders (residual tumor volumes <0.05 cm^3^). INR patients had residual tumor volumes ≥0.05 cm^3^. (**C**) Principal component (PC) analysis of 147 baseline tumor foci transcriptomes. Each dot is colored by patient, with squares representing foci from INR patients and circles representing foci from ER patients. (**D**) Heatmap and oncoprint depicting molecular and histologic features of baseline tumors. Each column represents 1 laser-capture microdissected tumor focus subjected to whole-transcriptome sequencing. Identical values are given to IHC profiling performed on a single tissue that was subdivided for sequencing. Black bars at the bottom indicate multiple samples from the same patient. Samples are ranked from left to right by patient-level RCB volumes. Heatmap of IHC depicts histology intensity scores reported by Wilkinson et al. (22). ADPC, adenocarcinoma; NEPC, neuroendocrine; SCL, stem cell-like; WNT, Wnt-dependent.

**Figure 2:**
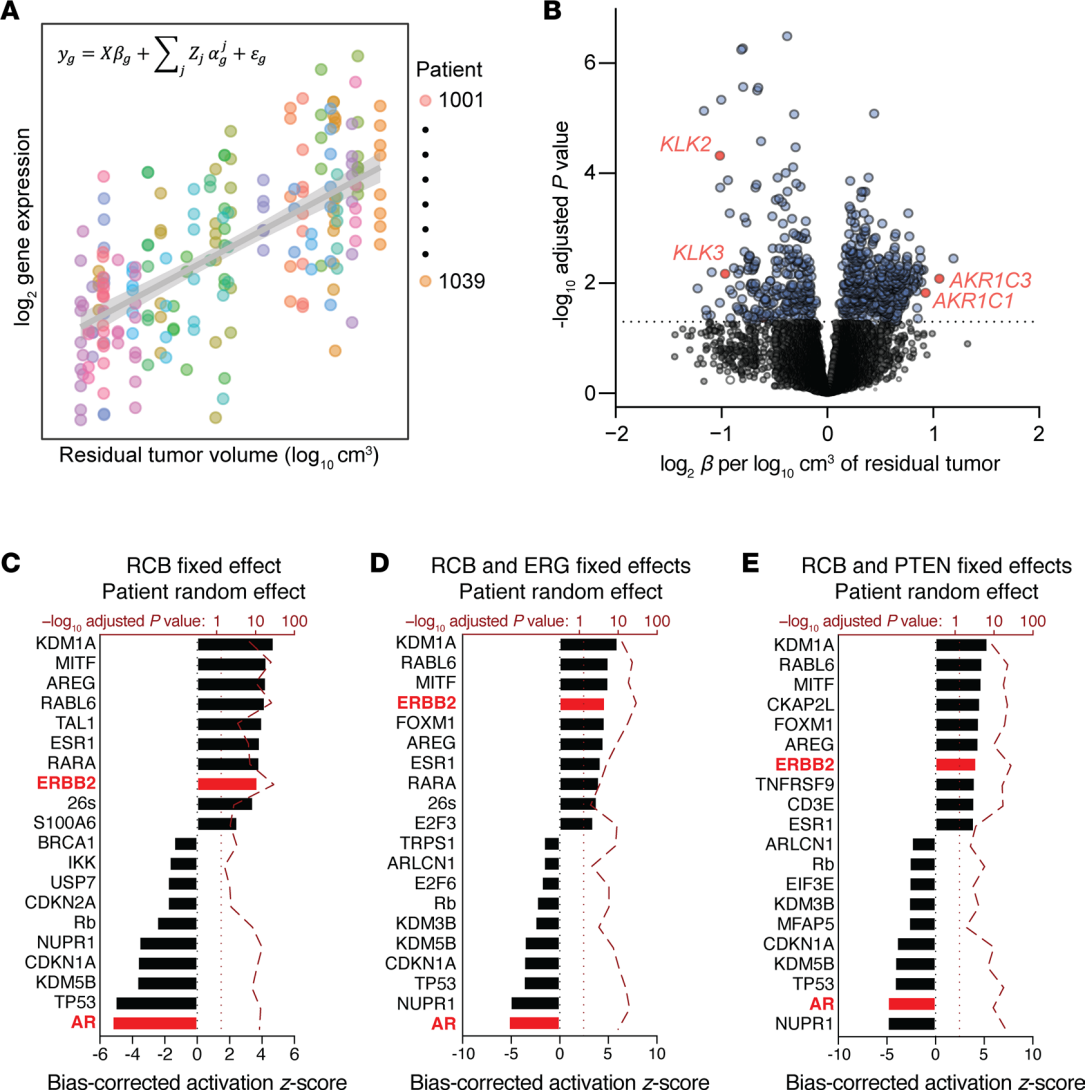
Pathologic response to neoadjuvant ADT plus enzalutamide is associated with a transcriptional signature of elevated HER2 activity at baseline. (**A**) Linear mixed-effects model depicting variance in gene expression across samples within each patient (by color) versus RCB (*x-*axis), showing gene expression patterns for positively correlating genes. (**B**) Volcano plot depicting DEGs determined using a linear mixed-effects model with RCB as a fixed effect and each patient as a random effect. Horizontal boundary depicts the *P*_adj_ = 0.05 cutoff. DEGs are quantified per cubic centimeter of posttreatment tumor volume: genes to the right are more expressed at baseline in tumors with higher posttreatment volumes, and genes to the left are less expressed. (**C**–**E**) All statistically significant DEGs (*P*_adj_ < 0.05) from the linear mixed-effects model were processed with the Upstream Regulator module of IPA. The 10 most activated and inactivated pathways (with *P*_adj_ < 0.05) are shown for DEG analyses in which (**C**) RCB was the only fixed effect, (**D**) RCB and ERG status were fixed effects, and (**E**) RCB and PTEN status were fixed effects. The bias-corrected *z* score is shown on the bottom *x*-axis and the *P*_adj_ value is shown on the top *x*-axis (–log_10_ transformed).

**Figure 3:**
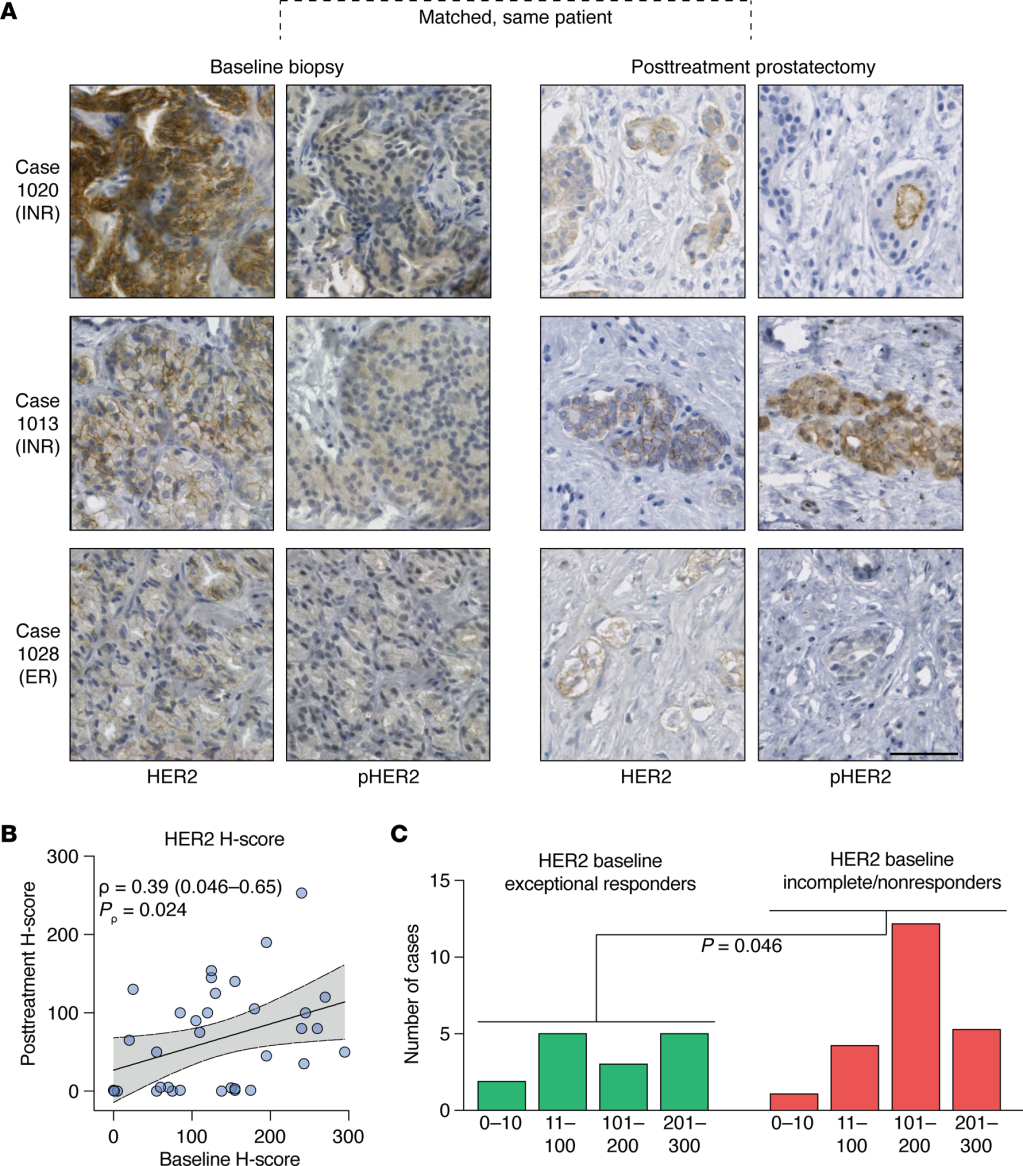
HER2 protein is expressed at baseline in tumor foci that resist therapy and is retained posttreatment. (**A**) Representative micrographs of anti-HER2 and anti-pHER2 IHC in baseline biopsies and residual tumor foci, showing examples from 3 patients with matched samples. Bar: 50 μm. (**B**) Scatter plot showing the association of per-patient HER2 baseline H-scores (*x*-axis) with posttreatment H-scores (*y*-axis). Statistical significance was determined using Spearman’s rank correlation. Line and gray shaded area show the linear regression line and 95% CI for the regression (0.046–0.65). (**C**) Density plots of HER2 baseline semi-quantitative IHC, stratified by pathologic response in the final surgical specimens. Statistical significance was determined by χ^2^ test.

**Figure 4:**
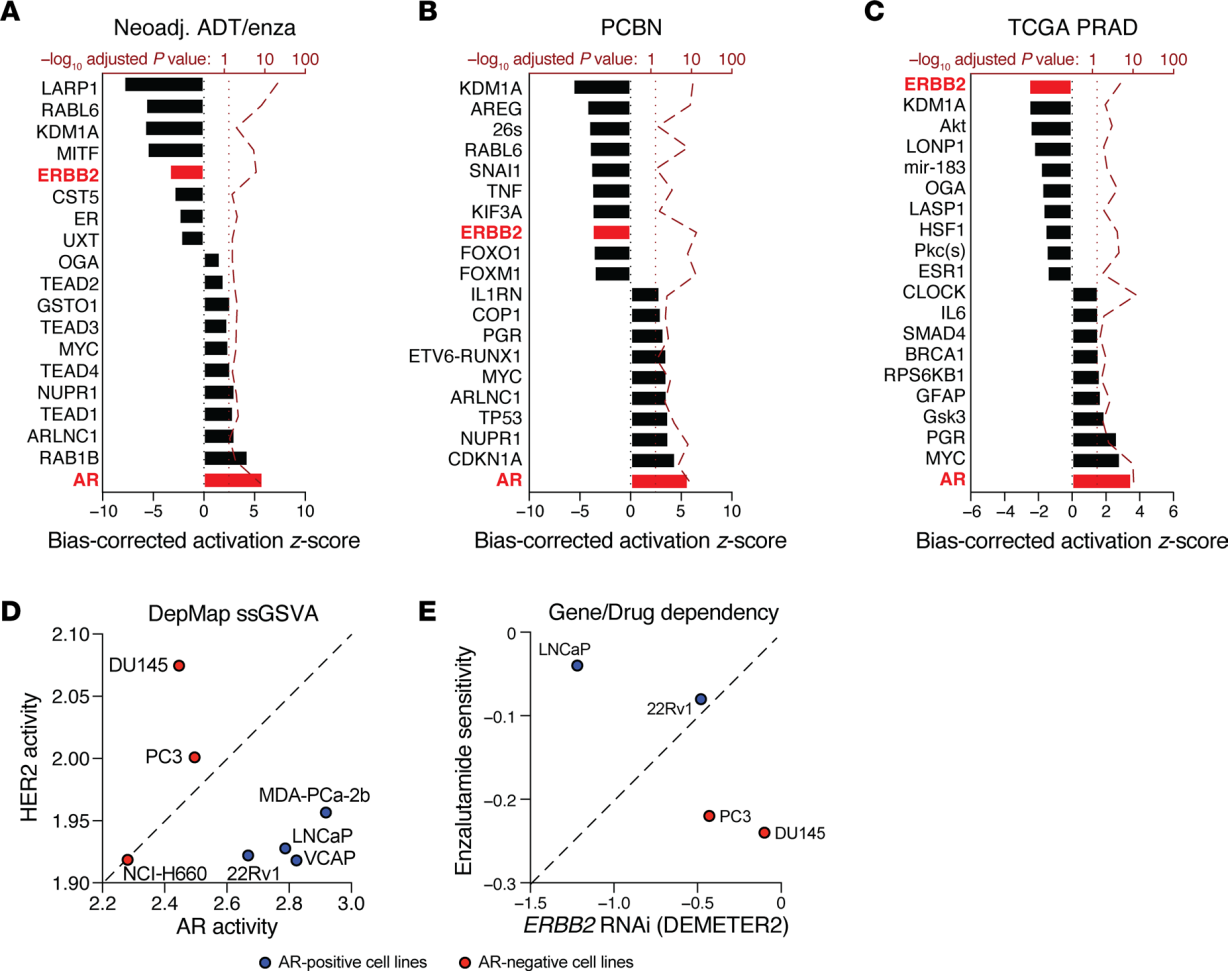
AR activity and HER2 activity maintain an inverse relationship in human prostate tumors and PCa cell lines. (**A**–**C**) Statistically significant DEGs (*P*_adj_ < 0.05) that were correlated with the “Hallmark_Androgen_Response” mSigDB gene set processed by single-sample GSVA (ssGSVA) were analyzed with the Upstream Regulator module of IPA for (**A**) our original neoadjuvant (neoadj) ADT plus enzalutamide (enza) cohort, (**B**) 123 tumors from the PCBN, and the (**C**) PCa cohort of The Cancer Genome Atlas (TCGA). PRAD, protatic adenocarcinoma. A linear mixed-effects model was used with the neoadjuvant cohort in (**A**) modeling repeated measures from patients as random effects. The 10 most activated and inactivated pathways (with *P*_adj_ < 0.05) are shown. (**D** and **E**) Publicly available data from the Broad Institute Dependency Map (DepMap) is shown, in which AR-positive cell lines are depicted in blue and AR-negative cell lines are depicted in red. Gene expression was summarized using ssGSVA for AR and HER2 activity signatures from mSigDB (**D**), and cell death (sensitivity) was plotted to compare matched enzalutamide sensitivity or *ERBB2* RNAi survival scores (**E**). DEMETER2 is an RNAi screen analytical framework within DepMap.

**Figure 5:**
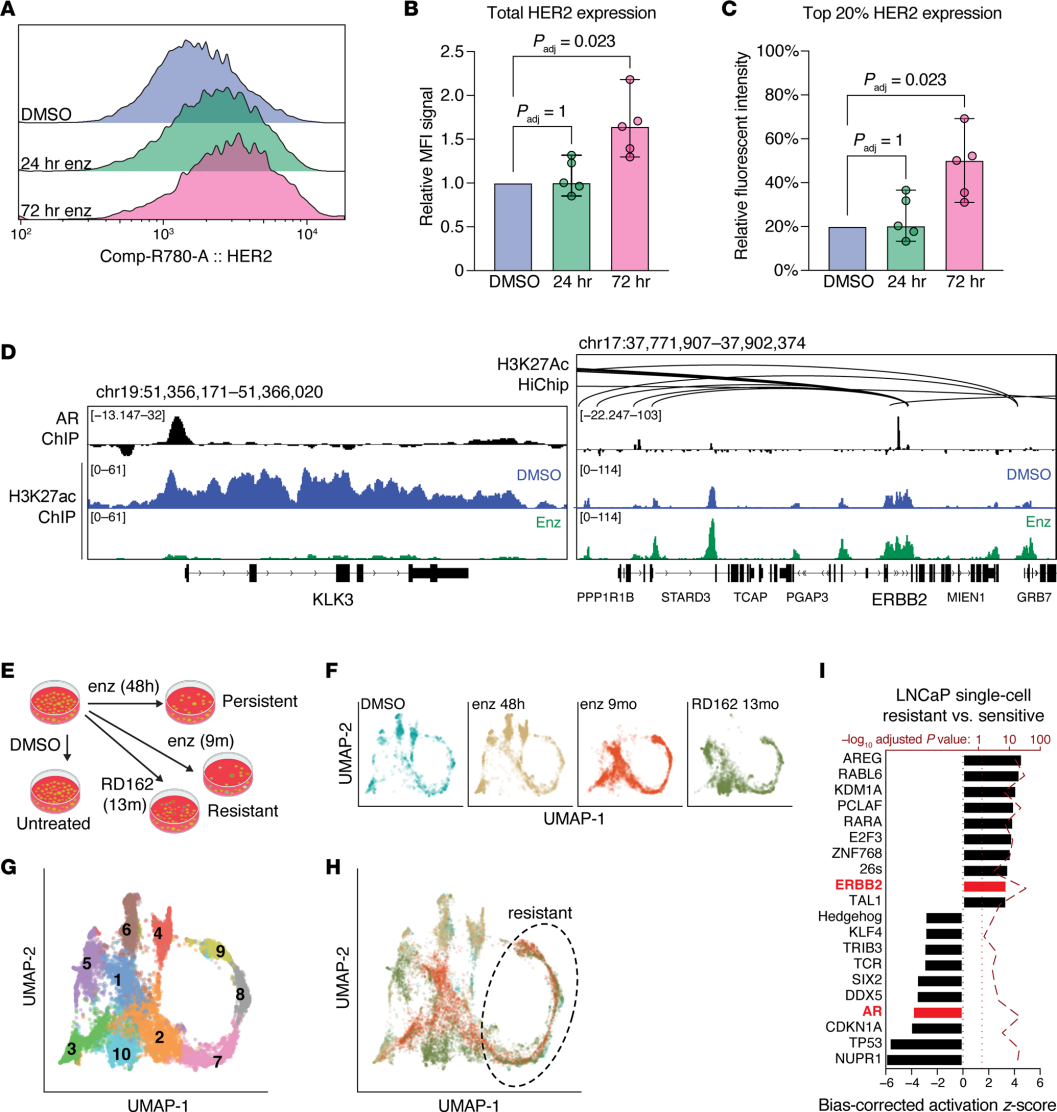
Enzalutamide treatment of prostate tumor cells selects for a preexisting subpopulation defined by low AR activity and high HER2 activity. (**A**) LNCaP cells were treated with enzalutamide (enz) for 0–3 days and subjected to flow cytometry with antibodies against HER2. HER2 fluorescent intensity is depicted as a histogram from a representative experiment. (**B** and **C**) Total HER2 (as MFI) (**B**) or the top 20th percentile of each individual experiment’s (**C**) control sample fluorescence was used as a cutoff for measuring subpopulations at the 24- and 72-hour time points. Lines indicate data medians; error bars are 95% CIs (*n* = 5). Statistical significance was determined by Friedman test with Dunn’s post hoc test. (**D**) AR ChIP-Seq, H3K27ac ChIP-Seq, and H3K27ac HiChIP profiles of LNCaP cells at the *KLK3* (left, shown as a control) and *ERBB2* (right) loci in enzalutamide or untreated (DMSO) conditions. (**E**–**I**) Single-cell gene expression data from LNCaP cells treated with antiandrogen (**E** and **F**) were downloaded and normalized together. (**F**–**H**) UMAP projections of each treatment condition individually (**F**), clustered by differential expression (**G**), and overlaid, colored by treatment condition (**H**). (**I**) Following trajectory and pseudobulk differential expression analysis, statistically significant DEGs (*P*_adj_ < 0.05) in the “resistant” clusters were analyzed with the Upstream Regulator module of IPA. The 10 most activated and inactivated pathways (with *P*_adj_ < 0.05) are shown.

**Figure 6:**
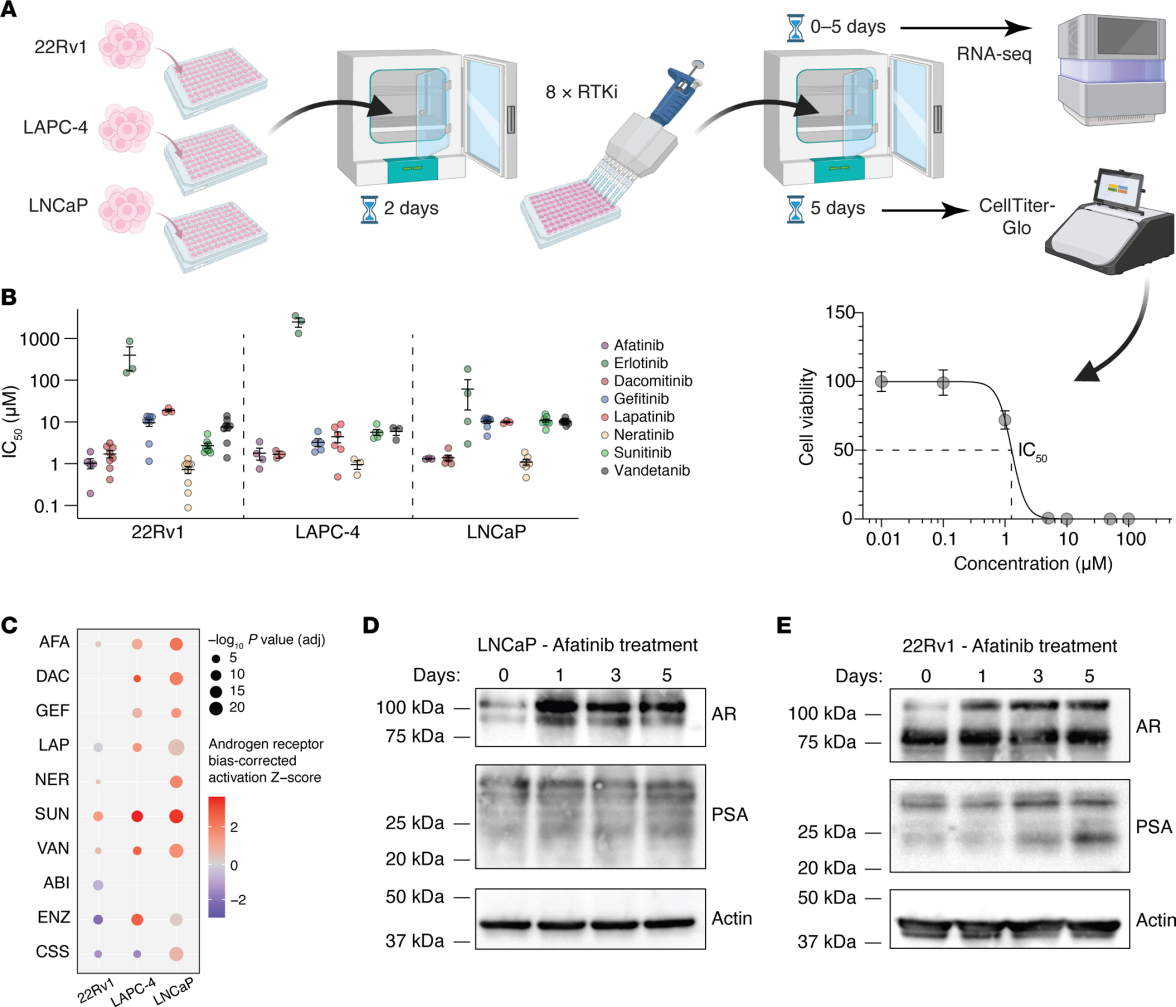
HER2 inhibition selects for PCa cells with greater AR activity. (**A**) Schematic depiction of in vitro screening of 22Rv1, LAPC-4, and LNCaP cells with 8 different receptor RTKis. (**B**) IC_50_ values are shown for individual lots of each RTKi used, per cell line. Lines and error bars depict the mean and SE data for at least 3 independent measurements. (**C**) Each cell line was treated with the indicated RTKi, abiraterone (ABI), or enzalutamide (ENZ) at the IC_50_ derived for that lot of drug. CSS was used in place of FBS (see Methods) in cell culture media. Treatments were performed over 5 days, and samples were acquired on days 0, 1, 3, and 5. RNA extracted from each sample (performed in duplicate) was subjected to whole-transcriptome sequencing, with DEGs (correlating with time) processed using the upstream regulator module of IPA. (**D** and **E**) Western blots depicting protein levels of LNCaP cells (**D**) and 22Rv1 cells (**E**) treated with AFA (at its empirically determined IC_50_) for 0–5 days. Blots shown are representative of at least 3 independent experiments. Actin is shown as a loading control.

**Figure 7:**
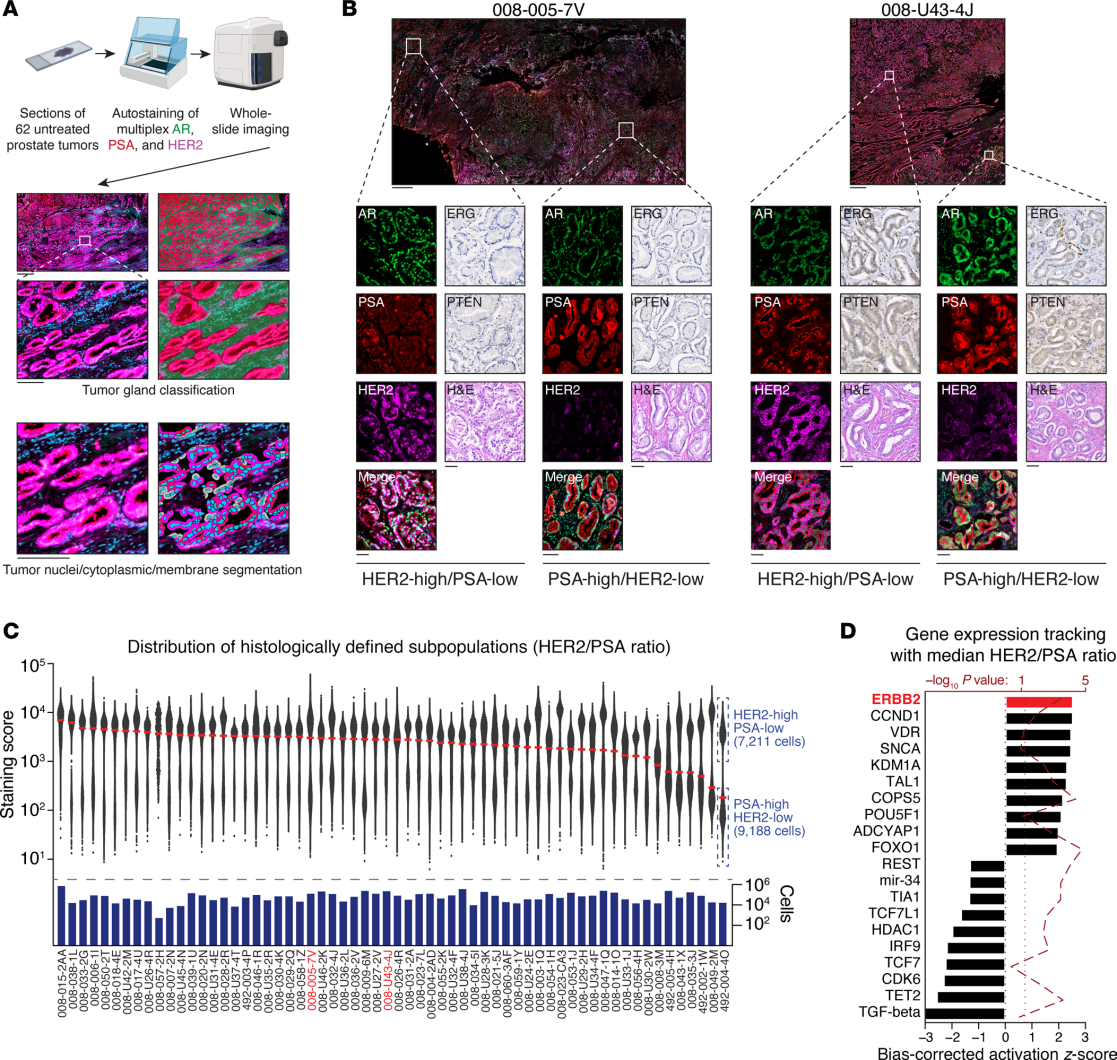
Human prostate tumors variably harbor distinct subpopulations of tumor cells with elevated levels of HER2 activity. (**A**) Schematic depiction of fully quantitative machine-guided analysis of multiplex staining. (**B**) Representative micrographs of AR activity–high/HER2 activity–low (HER2-low) and HER2 activity–high/AR activity–low tumor cell populations in 2 representative cases. Scale bar: 1 mm; inset bar: 100 μm. (**C**) Scatter plot representation of individual cellular HER2/PSA ratio scores for tumor cells in 62 slides, plotted on a log_10_ *y*-axis. Red bar represents median data. The number of fully segmented cells is shown below the scatter plot. The 2 cases indicated in red are the same cases depicted in **B**. Case 492-004-4O is enumerated to illustrate the distribution of cells. (**D**) Statistically significant DEGs (FDR < 0.1) that were correlated with the median HER2/PSA ratio for each case were analyzed with the Upstream Regulator module of IPA. The 10 most activated and inactivated biological pathways are shown.

**Figure 8:**
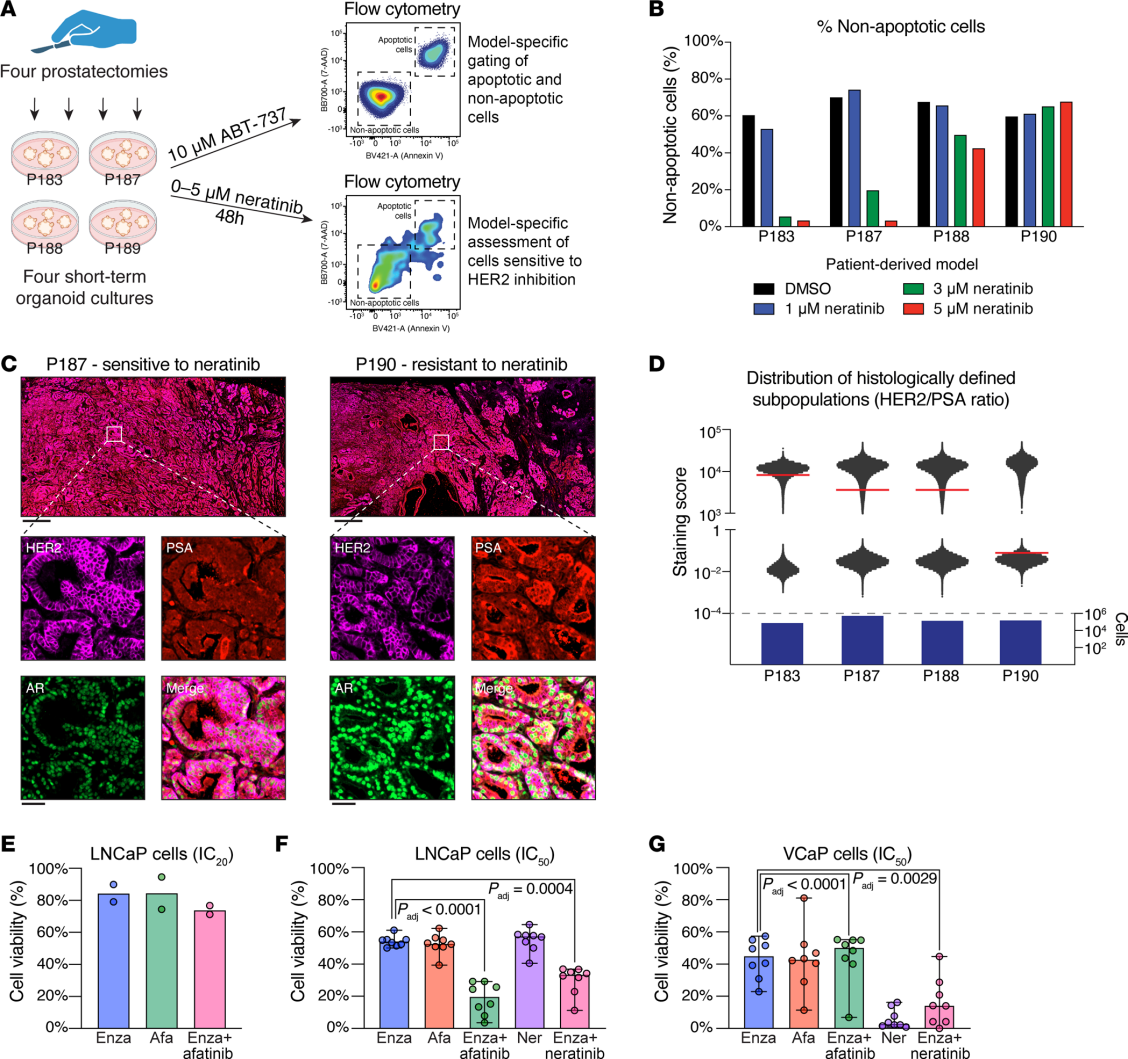
PCa cells expressing higher levels of HER2 are more sensitive to HER2 inhibition. (**A**) Schematic depiction of flow cytometry assays to measure tumor cell sensitivity to HER2 inhibition. (**B**) Bar graph shows the proportion of nonapoptotic cells measured in Supplemental Figure 7. (**C**) Representative micrographs of phenotypically dominant subpopulations from P187 and P190, showing HER2-high (P187; left) and PSA/AR-high subpopulations (P190; right), respectively. Uniform contrast enhancement was performed across both slides to enable direct visual comparison. Bar: 1 mm; inset bar: 100 μm. (**D**) Scatter plot representation of individual cellular HER2/PSA ratio scores of FFPE tumor sections from the radical prostatectomy specimens of tumors used to generate each organoid model, plotted on a log_10_ *y*-axis. Red bar represents median data. The number of fully segmented cells are shown below the scatter plot. (**E**) LNCaP cells were treated with either enzalutamide or AFA ± enzalutamide (at their respective IC_20_) for 5 days. Cell viability was measured using CTG. Data shown are the average of 2 experiments. (**F** and **G**) LNCaP (**F**) and VCaP (**G**) cells were treated with enzalutamide (Enza), AFA ± enzalutamide, or NER ± enzalutamide for 5 days. Cell viability was measured using CTG. Lines present median data; error bars represent 95% CIs (*n* = 8). Statistical significance was measured using a repeated-measures ANOVA test with Bonferroni adjustment for multiple comparisons.

# Supplementary material for: Localized high-risk prostate cancer harbors an androgen receptor activity–low subpopulation susceptible to HER2 inhibition
**Source:** J Clin Invest. 2025 Sep 4;135(22):e189900. doi: 10.1172/JCI189900
**Supplement:** Supplemental data

## **Supplemental Information**

*Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition*

*by*

*Scott Wilkinson and Anson T. Ku et al.*

*Supplemental Methods*

*Supplemental Figures*

*Supplemental References*

## SUPPLEMENTAL METHODS

### Cell culture and protein analysis

For growth factor stimulation, LNCaP cells were washed twice with PBS the day after plating and media was replaced with growth media supplemented with 10% charcoal/dextran treated FBS (CSS, HyClone; SH30063.03). The next day, cells were treated with either 100 ng/ml EGF (R&D; 236-EG) or 100 ng/ml NRG-1 (R&D; 396-HB) for 5 m, 1 h, or 4 h. RNA was extracted using the RNeasy Plus Mini Kit (Qiagen) following the manufacturer's protocol, scraping cells directly into 2× loading buffer (Bio-Rad; 161-0737). Protein was extracted by scraping cells into RIPA buffer (Pierce; 89900) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific; 78440). Lysates were incubated on ice for 10 m, vortexed, and centrifuged at  $21,000 \times g$  for 10 minutes at 4°C. Supernatants were sonicated briefly and stored at -80°C.

Protein lysates were separated by SDS-PAGE on 4–15% Criterion TGX protein polyacrylamide gels (Bio-Rad) and transferred to nitrocellulose membranes via wet transfer. After 1 h blocking in EveryBlot (Bio-Rad; 12010020), membranes were incubated with the following primary antibodies for 1 h, all diluted into EveryBlot: anti-HER2 clone 29D8 (Cell Signaling; 2165), anti-phospho-HER2 Y1221/1222 clone 6B12 (Cell Signaling; 2243) and GAPDH clone 6C5 (Millipore; MAB374). Membranes were washed and incubated with HRP-conjugated secondary antibodies (1:5000–10000 dilutions) for 1 h, reacted with Clarity Western ECL substrate (Bio-Rad; 1705061) and a Gel Doc (Azure Biosystems) system.

16-bit grayscale images were exported from the Gel Doc and imported into ImageJ (NIH). Equivalent size polygons were used for background correction of each band. Normalized pHER2 signal for each sample was based on the signal density of the pHER2 band, its corresponding total HER2 band, and GAPDH (as a loading control).

### Bioinformatic processing

#### Gene expression and pathway analysis

FASTQ files were processed as previously described (1). Briefly, reads were trimmed using Trimmomatic version 0.36, and gene-level counts were estimated using RSEM version 1.3.2 as a wrapper around STAR version 2.7.0f in stranded mode. 

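RSEM divides a read that fits several transcripts among them in proportion to their estimated abundance, so its counts need not be whole. Of the deposited LNCaP values, 11.2% were not whole numbers. The division makes counts of paralogs, pseudogenes, and overlapping genes less certain than those of unique genes, whereas recording the strand separates genes that overlap in antisense. The text does not name the genome build or annotation used for these reads, and genes are identified here by the symbols in the deposited table.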

Gene fusions were identified using defuse version 0.8.1. FASTQ pairs of TCGA data were downloaded from the NCI Genomic Data Commons and processed using an identical pipeline. Raw counts were normalized using the trimmed mean method in edgeR package in R, and used to generate heatmaps with the pheatmap package.

Differentially-expressed genes per unit of residual cancer burden (RCB) were derived using the variancePartition (2) package, modeling patients as random effect, using the formula  $\sim \text{RCB} + (1|\text{Patient})$  with only RCB as the fixed effect, or  $\sim \text{RCB} + \text{ERG/PTEN} + (1|\text{Patient})$  incorporating ERG or PTEN as additional fixed effects in the linear mixed-effects model. The  $\beta$  coefficient for the fixed effect was used as the magnitude of gene expression change. Alternatively, AR enrichment score for each sample was calculated using the gene set “Hallmark of androgen response” and with the GSVA package in ssgsea mode with  $\tau = 0.75$ . Next, differentially-expressed genes (DEGs) associated with AR activity were derived using  $\sim \text{AR} + (1|\text{Patient})$  in variancePartition. For the TCGA and PCBN cohorts, DEGs were identified using linear regression models with the DESeq2 package. Prior exome sequencing (3) of the same laser capture microdissected exomes were manually curated using IGV to report the mutation status

and somatic copy number estimates for PTEN, RB1 and TP53.

Gene expression (v.21Q1), drug sensitivity (v.19Q4) and RNAi (Broad/Novartis/Marcotte) viability screen data were downloaded from the Broad Institute DepMap (depmap.org). Gene expression data was processed using the ssGSEA module of GenePattern (genepattern.org) to measure HER2 and AR activity gene sets from mSigDB.

LNCaP single-cell gene expression data was downloaded from the NIH Gene Expression Omnibus (GEO) using accession ID GSE168668. Data was processed using cellranger version 7.2.0 and aligned to GRCh38-2020-A. The resulting cells were filtered based on total gene counts, number of unique reads and mitochondrial fractions. Next, the data were normalized using computeSumFactors from the scran package and integrated using fastMNN from the batchelor package. Clustering was performed using Louvain method with clusterCells from the scran package. K was calculated using clusGap from the cluster package. Trajectory analysis was performed on the batch-corrected embedding using the slingshot package.

Differential gene analysis from treated prostate cancer cell lines over a time course was performed with formula “~ day” in voomWithWeights and dream from the variancePartition package. The final bias-corrected z scores were derived by averaging the two replicates from each treatment condition (cell line, drug and day).

To identify differentially-expressed genes of PCa tissues based on HER2/PSA ratio scores, samples with total counts greater than  $10^6$  were retained, and the median HER2/PSA ratio for each sample was used as the fixed effect with DESeq2 using the log-ratio test. Differentially-expressed genes were determined by adjusted P value of less than 0.1.

Pathway enrichment using the upstream regulator module were performed using Ingenuity Pathway Analysis (releases 2022 Q1 through 2025 Q2). Candidate upstream regulators were filtered for genes, pathways, and transcription factors and sorted by bias-adjusted z-score, with or without false discovery correction using the Benjamini-Hochberg method.

Breast cancer cell line gene expression data was downloaded from GEO using accession IDs GSE79776 and GSE237607. 

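In the LNCaP libraries, 9442 genes differed between the 2 batches at an adjusted P value below 0.05 (edgeR quasi-likelihood test with the group as the other term), and 305 of them by a log2 fold change beyond 1. Over log2 CPM, the 1st principal component (34.4% of the variance) separated the libraries at 4 hours from the others. The 2nd (17.4%) separated FBS, the 3rd (9.74%) followed the batch together with the 1-hour libraries, and the 4th (7.48%) followed the 1-hour libraries. Each batch held 2 libraries of every group, so that batch and treatment can be told apart.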

Breast cancer and LNCaP cells stimulated with EGF and/or NRG at different time points were matched with their controls and used to derive differentially-expressed genes using DESeq2 with design formula set to “~id + batch”. Samples with less than 1M counts were removed. Genes with less than 5 counts in 3 samples were filtered. 

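No LNCaP library fell under 1000000 counts, so that all were retained. Of the 25498 genes in the deposited table, 8503 did not pass the filter on low counts. The genes kept held 99.997% of the counts.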

DEG analyses were performed with batch correction using “id” as a factor of comparison (for each timepoint or growth factor). Genes with  $\log_2$  fold-change greater than 1 or less than -1 and adjusted P value of less than 0.05 were retained and used as input into Ingenuity Pathway Analysis and as candidate genesets with single-sample GSEA.

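With the Wald test of DESeq2 on the same libraries, genes, and terms, these thresholds gave 2 DEGs at 5 minutes of EGF, 294 at 1 hour, and 1598 at 4 hours. With NRG-1, they gave 1, 166, and 1247 DEGs, respectively. The differences between EGF and NRG-1 numbered 27 genes at 1 hour and 28 at 4 hours with this test. The DEGs at 5 minutes were *EGR1* and *FOS* with EGF and *EGR1* with NRG-1, of which *FOS* was named after its values were seen.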

TPM normalized data of laser capture microdissected tumor foci were used to compute single sample GSEA scores using the GSVA package in ssGSEA mode using the LNCaP NRG-1 or EGF stimulated DEGs as genesets.

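The gene sets from 1 hour and 4 hours overlapped in part. With EGF, 149 genes were DEGs at both times, of which 145 changed in the same direction, whereas 144 were DEGs only at 1 hour and 1476 only at 4 hours. With NRG-1, 85 were DEGs at both times (82 in the same direction), 83 only at 1 hour, and 1175 only at 4 hours. The tumor foci were not analysed here.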

### Chromatin immunoprecipitation

FASTQ reads were aligned to build hg19 after filtering for ENCODE blacklist regions using bwa version 0.7.17 and converted to BAM format using Samtools version 1.17. Duplicate reads were removed using Picard version 2.27.3 and peaks identified with MACS2 version 2.2.7.1 using input controls with a

*q*-value cutoff of 0.01. Input-subtracted bigWig files were generated using Deeptools version 3.5.1 for visualization in IGV. Quality assessment included sequence quality scores, non-redundant fraction, fraction of reads falling within peak regions, overlap with known DNase I hypersensitivity sites derived from ENCODE, and motif enrichment by Homer.

H3K27ac ChIP data of LNCaP cells treated with 5  $\mu$ M enzalutamide or DMSO for 14 d were downloaded from GEO using accession ID GSE215945. H3K27ac HiChIP data of LNCaP cells was downloaded from the WashU Epigenome Browser ([https://wangftp.wustl.edu/~dli/Claudia/HiChIP\\_LNCaP.gz](https://wangftp.wustl.edu/~dli/Claudia/HiChIP_LNCaP.gz)).

## **Immunohistochemistry and immunofluorescence**

For IHC against EGFR, pEGFR, HER2, pHER2, HER3 and pHER3, glass slides containing tissue sections were baked for 30 minutes at 60°C. Following deparaffinization in xylenes and rehydration through graded alcohols, antigen retrieval was performed using a NxGen Decloaker (Biocare Medical) at 110°C for 15 minutes in Tris-EDTA Buffer (Abcam; ab93684), pH 9.0. Next, a thin border was drawn around the edges of each glass slide using a PAP pen. After 10-minute incubations in Background Punisher (Biocare; BP974), 300  $\mu$ L of primary antibody solutions were prepared and incubated with tissues at room temperature at 1:100 dilutions into Renoir Red diluent (Biocare Medical; PD904) for 1 h: anti-EGFR clone D38B1 (Cell Signaling; 4267), anti-pEGFR clone D7A5 (Cell Signaling; 3777), anti-HER2 clone 29D8 (Cell Signaling; 2165), anti-pHER2 clone 6B12 (Cell Signaling; 2243), anti-HER3 clone D22C5 (Cell Signaling; 12708), and anti-pHER3 clone 21D3 (Cell Signaling; 4791). Secondary detection was achieved with Mach 4 (Biocare Medical; M4U534H) polymer and/or probe for 30 minutes. Chromogen development was achieved with Betazoid DAB (Biocare Medical; BDB2004) and counterstained with CAT hematoxylin (Biocare Medical; CATHE) diluted 1:3 into distilled water. Slides were dehydrated through graded alcohols into xylene, mounted using Permount (Thermo Fisher), and digitized using a Carl Zeiss AxioScan.Z1 microscope slide scanner equipped with a Plan-Apochromat 20 $\times$  NA 0.8 objective.

For multiplex immunofluorescence of AR, PSA and HER2, slides underwent preprocessing, antigen retrieval, and blocking as described above. Anti-HER2 clone 29D8 (Cell Signaling; 2165) was diluted 1:100 in 1 $\times$  Antibody Diluent/Block (Akoya Biosciences; ARD1001EA) before incubating for 1 h. Slides were washed with TBST then incubated with ImmPRESS HRP Goat-anti-Rabbit IgG Polymer Reagent (Vector Laboratories; 30125) for 1 h. Slides were washed with TBST then incubated with Opal 650 (Akoya Biosciences; OP-001005) diluted 1:150 in 1 $\times$  Plus Amplification Diluent (Akoya Biosciences; FP1498) for 1 h. The next day, slides were removed and washed in diH<sub>2</sub>O. Antibodies were stripped using HIER with Diva Decloaker (Biocare Medical; DV2004MX) in a NxGen Decloaking Chamber at 110°C for 30 m. After cooling, slides were loaded onto the PATH FLX autostainer. Slides were washed with TBST, then blocked using Background Punisher for 1 h. AR clone D6F1T (Cell Signaling; 5153) was diluted 1:100 in 1 $\times$  Antibody Diluent/Block (Akoya Biosciences; ARD1001EA) before incubating for 1 h. Slides were washed with TBST then incubated with ImmPRESS HRP Goat-anti-Rabbit IgG Polymer Reagent (Vector Laboratories; 30125) for 1 h. Slides were washed with TBST then incubated with Opal 520 (Akoya Biosciences; OP-001001) diluted 1:150 in 1 $\times$  Plus Amplification Diluent (Akoya Biosciences; FP1498) for 1 h. The next day, slides were removed and washed in diH<sub>2</sub>O. Antibodies were stripped using HIER with Diva Decloaker in a NxGen Decloaking Chamber at 110°C for 30 m. After cooling, slides were loaded onto the PATH FLX autostainer. Slides were washed with TBST, then blocked again using Background Punisher for 1 h. PSA clone D6B1 (Cell Signaling; 5365) was diluted 1:50 in Renoir Red Diluent and incubated with tissues for 1 h. After washing with TBST, goat anti-Rabbit IgG (H+L) Secondary Antibody, AlexaFluor 555 (ThermoFisher Scientific; A-21428) was diluted 1:50 in Renoir Red

*Diluent and incubated for 1 h. Slides were washed with TBST, then removed from the autostainer. Slides were washed with diH<sub>2</sub>O, then incubated with Vector TrueVIEW Autofluorescence Quenching Kit (Vector Laboratories; SP-8400) for 2 m. Slides were washed with diH<sub>2</sub>O, then incubated with 350 nM DAPI (4',6-Diamidino-2-Phenylindole, Dihydrochloride) (ThermoFisher Scientific; D1306) for 10 m. Slides were washed with diH<sub>2</sub>O then mounted using ProLong Glass Antifade Mountant (Invitrogen; P36980). As controls for efficient and complete antibody stripping, additional control slides were processed with each one of the primary antibodies described, completing all other steps but omitting the other two primary antibodies. Slides were then digitized on Carl Zeiss AxioScan.Z1 microscope slide scanner equipped with a Plan-Apochromat 20× NA 0.8 objective equipped with a Colibri 7 flexible light source, and post-processed using ZenBlue (Zeiss).*

*Fully quantitative IHC analyses against AR, PSA, SYP, GR and Ki-67 were generated using Definiens software and reported previously (3). Semi-quantitative IHC analyses against EGFR, p-EGFR, HER2, p-HER2, HER3 and p-HER3 were performed using the H-scoring approach, which considers the proportion of tumor cells per slide that display no (0), low (1), medium (2) or high (3) staining intensity. The proportion of cells is multiplied by the intensity factor, for a maximum possible score per slide of 300 (100% of cells at score 3). H-scoring was conducted separately for cytosolic and membranous staining with distinct scores recorded for invasive vs. intraductal tumor histologies. The maximum H-score for each case was used for further comparisons.*

*Fully quantitative multiplex IF analyses against AR, HER2 and PSA were performed using HALO AI version 3.6 (Indica Labs) with the DenseNet V2 network and HiPlex-FL analysis routine for HALO AI. Each slide was individually trained and classified with at least 1000 iterations to achieve per-slide entropies of < 0.01 for tumor detection. Fluorescent detection settings for AR, HER2 and PSA were identical for all slides and applied to the tumor mask only. To calculate the HER2/PSA ratio scores, fully-segmented cells containing values for nuclei, cytoplasm and membrane were first filtered by cell size to include only objects with cell areas 10–120 μm<sup>2</sup> in size, HER2 membrane completeness greater than 0, and then determining a ratio defined by  $[ ( ( \text{HER2 membrane intensity} \times \text{HER2 membrane completeness} ) \div \text{PSA cell intensity} ) + \text{AR nuclear intensity} ]$ .*

# SUPPLEMENTAL FIGURES

## Supplemental Figure 1

**A**

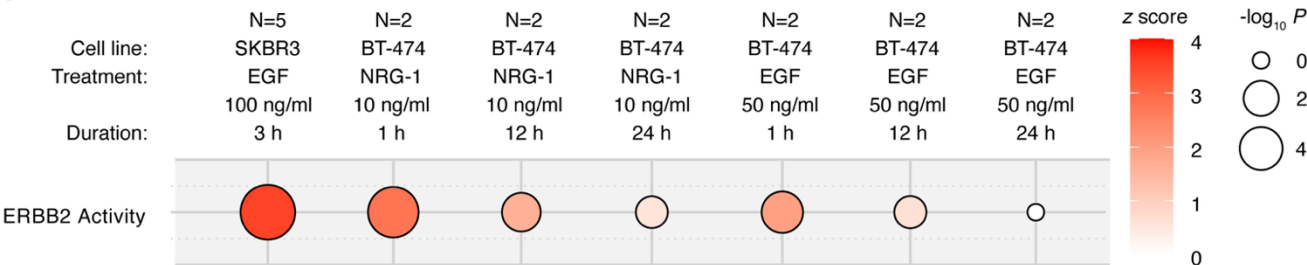

**B**

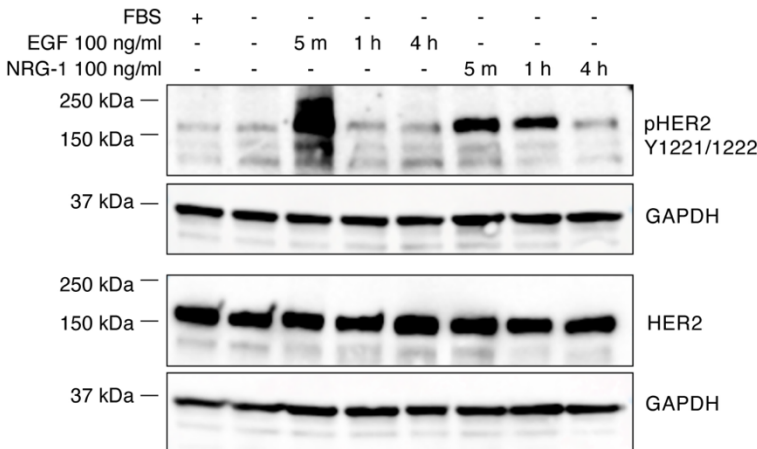

**D**

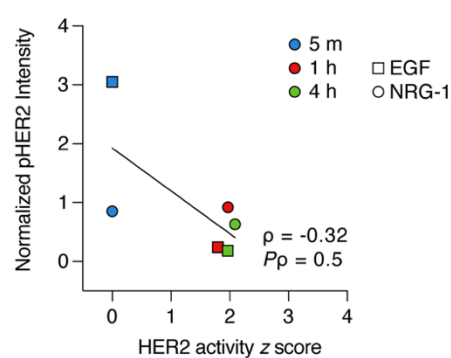

**C**

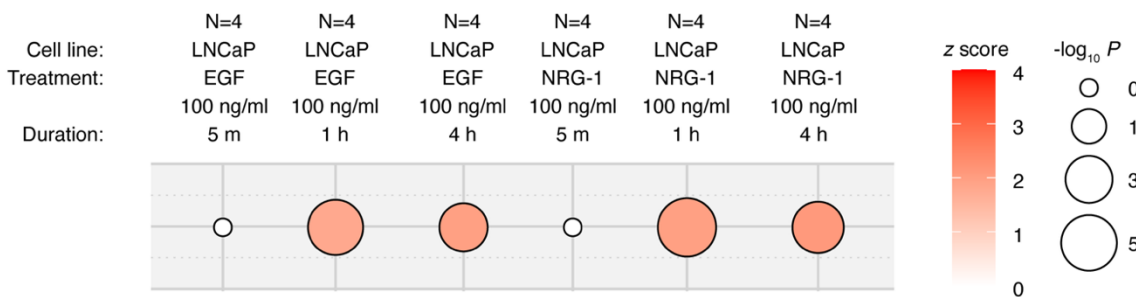

**Supplemental Figure 1. Analytical validation of *ERBB2* Upstream Regulator signature.** (A) Differentially-expressed genes were derived from *HER2*<sup>+</sup> (*ERBB2*-overexpressing) breast cancer cell line datasets (GSE79776 and GSE23760) in which SKBR3 or BT-474 cells were treated with growth factors (vs. controls) and processed with the upstream regulator module of Ingenuity Pathway Analysis. The number of unique replicates, *ERBB2* activation z score and P value are shown. (B–D) LNCaP cells serum-starved overnight and treated with growth factors. Protein (B) or RNA (C–D) were extracted from cells at the given timepoints. (B) Immunoblot against pHER2 and HER2 is representative of four independent experiments. (C) Differentially-expressed genes were derived growth factor-stimulated cells vs. controls and processed with the upstream regulator module of Ingenuity Pathway Analysis. The number of unique replicates, *ERBB2* activation z score and P value are shown. (D) Densitometry against pHER2 was performed relative to total HER2 and GAPDH. Scatter plot depicts average (N=4) normalized pHER2 intensity (y-axis) depicted in (B) vs. *HER2* activity z score (x-axis) depicted in (C).

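For panel C, 4 LNCaP libraries per group were mapped here, which is the number of replicates that the panel shows. No pair of replicates differed by as little as sampling noise would give. Among genes with at least 20 counts over both libraries, the chi-square statistic per degree of freedom lay between 6.50 and 175 (median 30.5) in 16 pairs of replicates from the same batch, and between 30.3 and 262 (median 56.6) in 32 pairs from different batches. This excludes repeated sequencing of 1 library but not 2 libraries made from 1 culture. The libraries were counted as separate replicates because their labels call them biological replicates, numbered within each batch.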

## Supplemental Figure 2

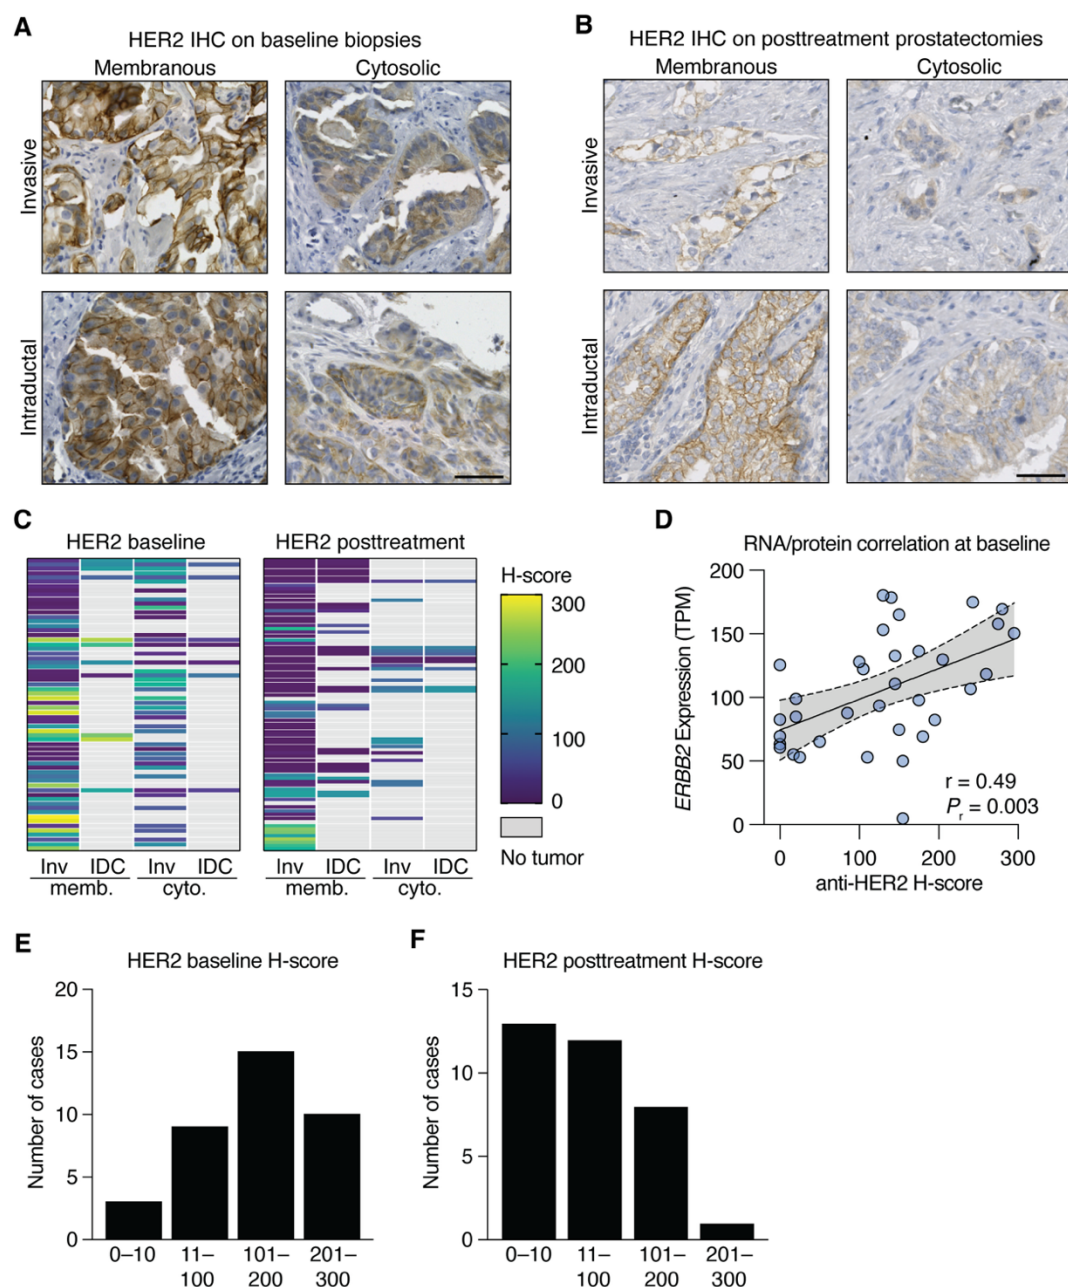

**Supplemental Figure 2. Immunohistochemistry against HER2.** Examples are shown of invasive and intraductal morphologies with membranous and cytosolic staining in baseline biopsy (A) and posttreatment radical prostatectomy (B) specimens. Bar: 50  $\mu$ m. Inv: invasive; IDC: intraductal carcinoma; memb: membranous; cyto: cytosolic. (C) Heatmaps summarizing semi-quantitative analysis of anti-HER2 immunohistochemistry (IHC) performed on entire sections of biopsies ( $n = 69$ ) and posttreatment surgical specimens ( $n = 81$ ). Rows are grouped by patient. (D) Scatter plot showing the association of matched foci ( $n = 35$ ) of HER2 baseline H-scores (x-axis) with gene expression of ERBB2 transcripts per million (TPM) (y-axis). Statistical significance determined using Pearson's correlation. (E–F) Density plots summarizing the frequency distribution of anti-HER2 IHC semi-quantitative analysis, per patient, of baseline biopsies (E) and radical prostatectomies (F).

### Supplemental Figure 3

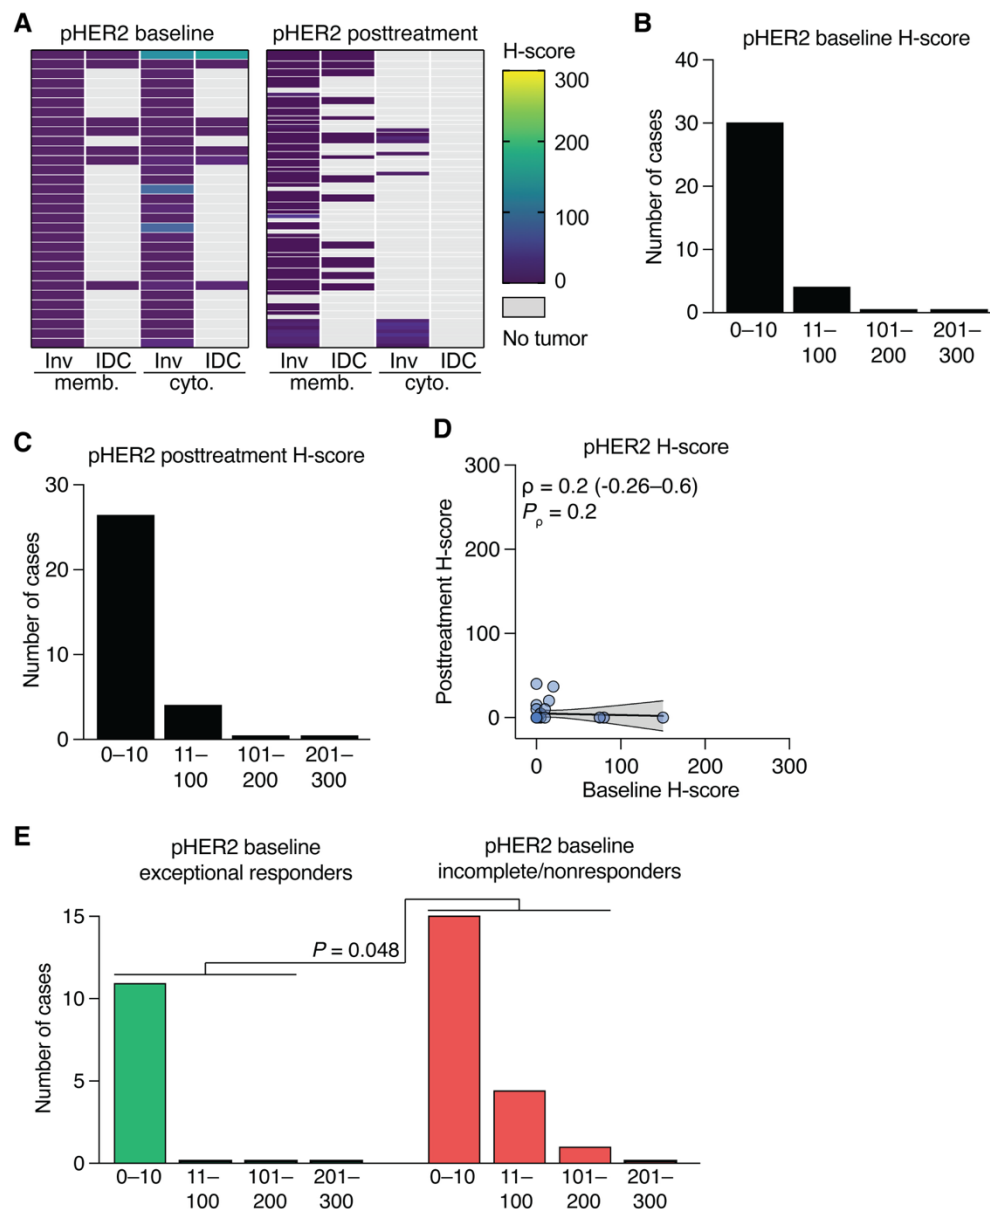

**Supplemental Figure 3. Immunohistochemistry against pHER2.** (A) Heatmaps summarizing semi-quantitative analysis of anti-pHER2 immunohistochemistry (IHC) performed on entire sections of biopsies ( $n = 37$ ) and posttreatment surgical specimens ( $n = 79$ ). Rows are grouped by patient. Inv: invasive; IDC: intraductal carcinoma; memb: membranous; cyto: cytosolic. (B–C) Density plots summarizing the frequency distribution of anti-pHER2 IHC semi-quantitative analysis, per patient, of baseline biopsies (B) and radical prostatectomies (C). (D) Scatter plot showing the association of pHER2 baseline H-scores (x-axis) with posttreatment H-scores (y-axis). Statistical significance determined using Spearman's rank correlation. Line and gray shaded area show the linear regression line and 95% confidence interval for the regression. (E) Density plots of pHER2 baseline semi-quantitative IHC, stratified by pathologic response in the final surgical specimens. Statistical significance determined using  $\chi$ -squared test.

## Supplemental Figure 4

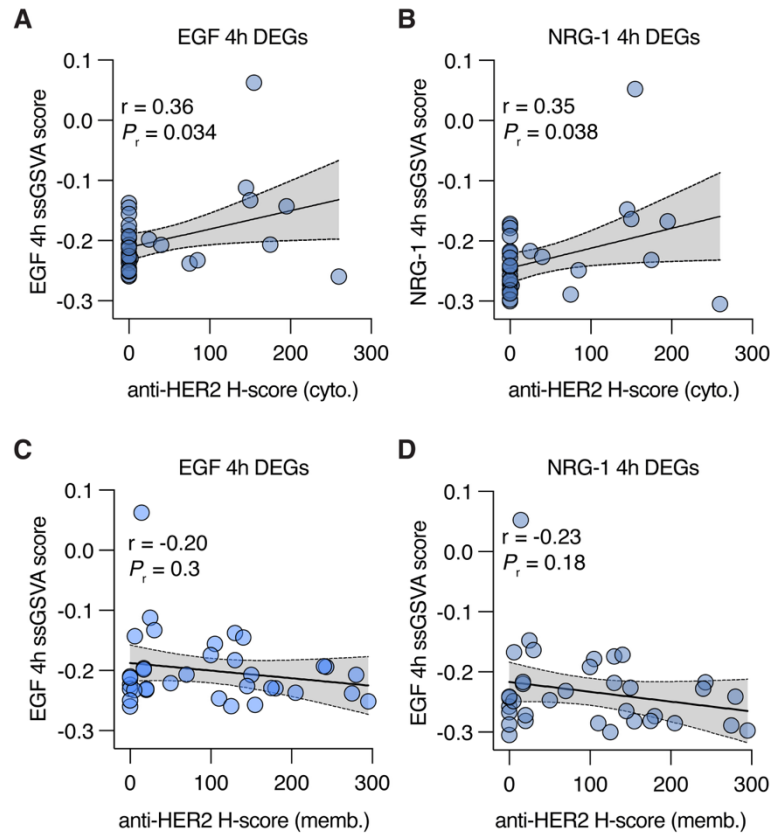

**Supplemental Figure 4. Association between HER2 activation and HER2 IHC.** Scatter plots showing the association of matched foci ( $n = 35$ ) of baseline H-scores (x-axis) of cytoplasmic (A–B) and membranous (C–D) HER2 IHC with single-sample GSVA scores of each transcriptome projected against the differentially-expressed geneset derived by stimulation of LNCaP cells for 4 h with EGF (A,C) or NRG-1 (B,D). Statistical significance determined using Pearson’s correlation.

## Supplemental Figure 5

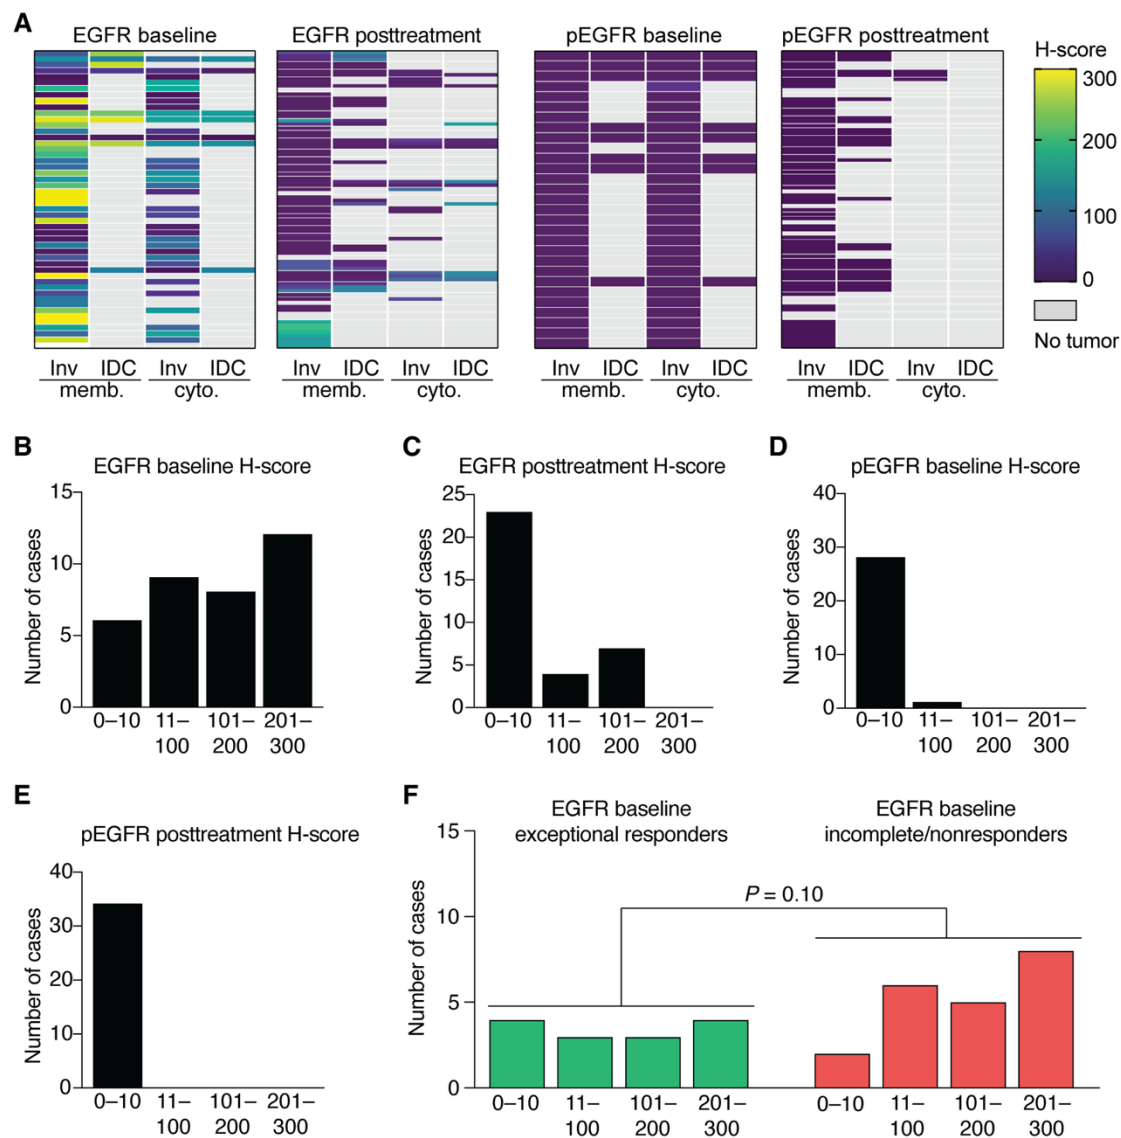

**Supplemental Figure 5. Immunohistochemistry against EGFR and pEGFR.** (A) Heatmaps summarizing semi-quantitative analysis of anti-EGFR and anti-pEGFR IHC performed on entire sections of biopsies ( $n = 51$  for EGFR;  $n = 30$  for pEGFR) and posttreatment surgical specimens ( $n = 73$  for EGFR;  $n = 67$  for pEGFR). Rows are grouped by patient. Inv: invasive; IDC: intraductal carcinoma; memb: membranous; cyto: cytosolic. (B–E) Density plots summarizing the frequency distribution of IHC semi-quantitative analysis, per patient, of baseline biopsies (B,D) or of posttreatment prostatectomy specimens (C,E) with antibodies against EGFR (B–C) and pEGFR (D–E). (F) Density plots of EGFR baseline semi-quantitative IHC, stratified by pathologic response in the final surgical specimens. Statistical significance determined using  $\chi$ -squared test.

# Supplemental Figure 6

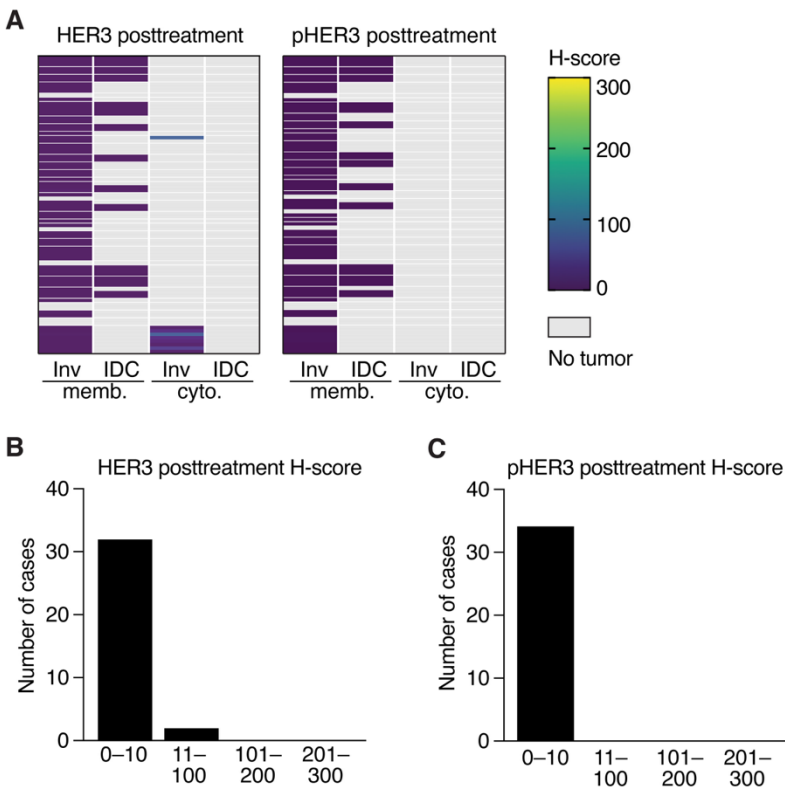

**Supplemental Figure 6. Immunohistochemistry against HER3 and pHER3.** (A) Heatmaps summarizing semi-quantitative analysis of anti-HER3 and anti-pHER3 IHC performed on entire sections of posttreatment surgical specimens ( $n = 71$  for HER3;  $n = 69$  for pHER3). Inv: invasive; IDC: intraductal carcinoma; memb: membranous; cyto: cytosolic. (B–C) Density plots summarizing the frequency distribution of IHC semi-quantitative analysis, per patient, of posttreatment tumors with antibodies against HER3 (B) and pHER3 (C).

# Supplemental Figure 7

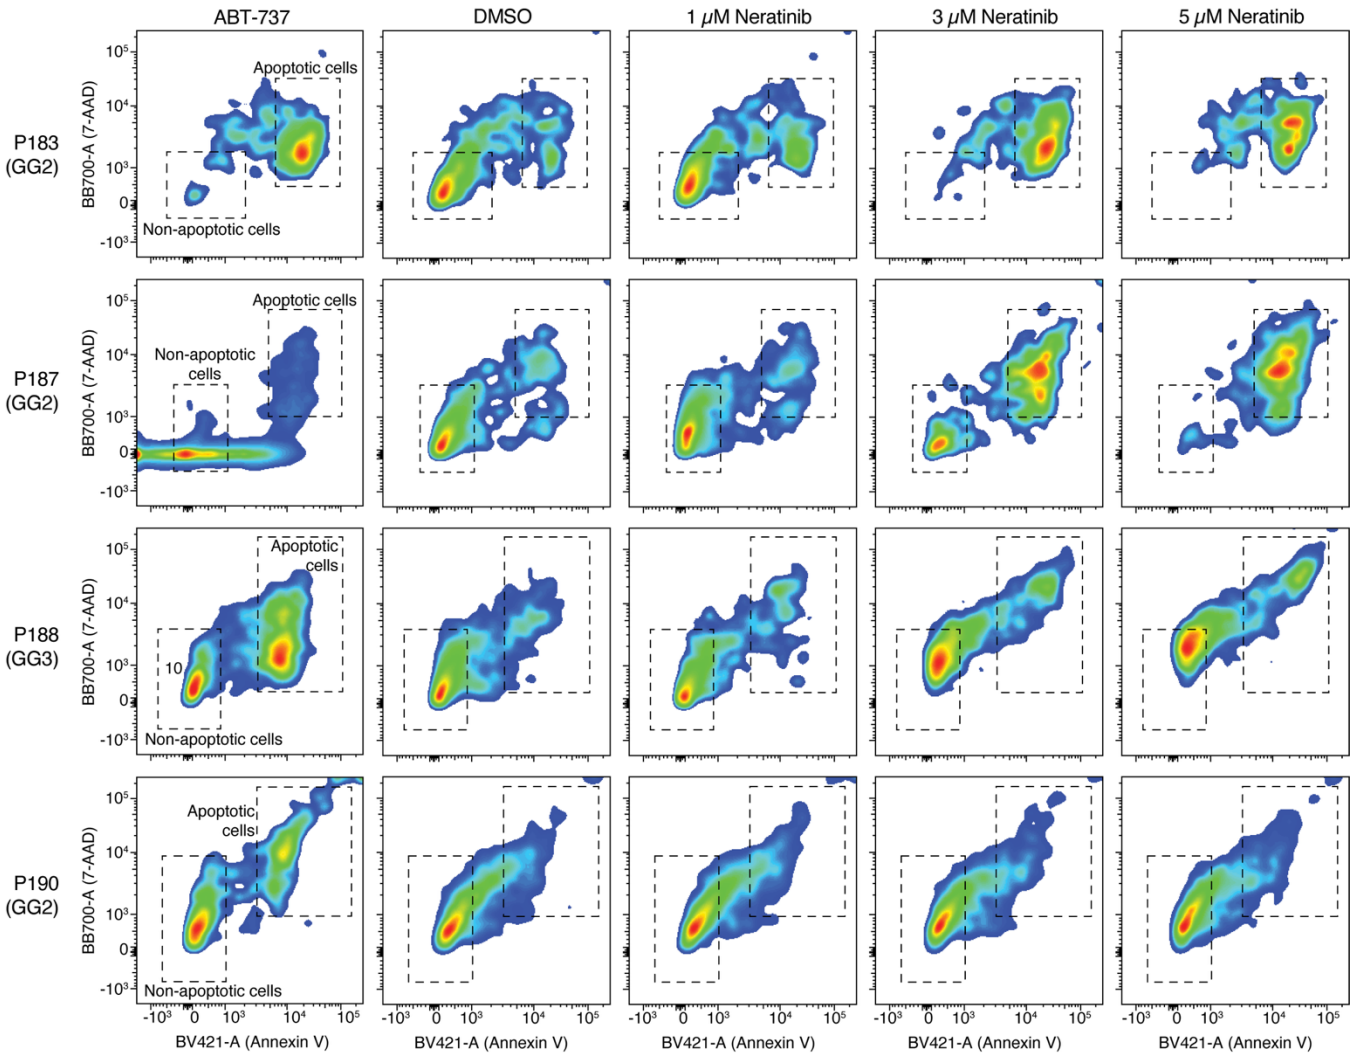

**Supplemental Figure 7. Flow cytometry.** Flow cytometry of four human prostate cancer organoids treated with either 10  $\mu$ M ABT-737 (to identify the gates for apoptotic and nonapoptotic cells for each model), or DMSO, 1  $\mu$ M neratinib, 3  $\mu$ M neratinib or 5  $\mu$ M neratinib for 48 hours. The pathologic grade group of each of the organoid models (183, 187, 188 and 190) is also shown. The gates defined by ABT-737 treatment were used to identify the apoptotic and nonapoptotic cells.

## SUPPLEMENTAL REFERENCES

1. Ku AT, Wilkinson S, and Sowalsky AG. Comparison of approaches to transcriptomic analysis in multi-sampled tumors. *Briefings in bioinformatics*. 2021;22(6).
2. Hoffman GE, and Roussos P. Dream: powerful differential expression analysis for repeated measures designs. *Bioinformatics*. 2021;37(2):192-201.
3. Wilkinson S, Ye H, Karzai F, Harmon SA, Terrigino NT, VanderWeele DJ, et al. Nascent Prostate Cancer Heterogeneity Drives Evolution and Resistance to Intense Hormonal Therapy. *European urology*. 2021.

# Supplementary material for: Localized high-risk prostate cancer harbors an androgen receptor activity–low subpopulation susceptible to HER2 inhibition
**Source:** J Clin Invest. 2025 Sep 4;135(22):e189900. doi: 10.1172/JCI189900
**Supplement:** ICMJE disclosure forms

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** Rayann Atway

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** **189900-JCI-RG-RV-2**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Anna Baj

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** John Bright

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/26/2025

**Your Name:** Nicole Carrabba

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** **189900-JCI-RG-RV-2**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Peter Choyke

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor activity-low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-CRPH-RV-3

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** William Dahut

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** John M Fenimore

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** **189900-JCI-RG-RV-2**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Stephanie Harmon

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Kayla Heyward

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** Caroline S Jansen

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** Sumeyra Kartal

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Fatima Karzai

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 8/26/2025

**Your Name:** Isaiah King

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 8/26/2025

**Your Name:** Haydn Kissick

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Anson Ku

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** **189900-JCI-RG-RV-2**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/18/2025

**Your Name:** Ross Lake

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulationsusceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** Chennan Li

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Rosina T Lis

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** Daniel Low

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 8/27/2025

**Your Name:** Peter Pinto, MD

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulationsusceptible to HER2 inhibition

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/27/2025

**Your Name:** Cassandra Singler

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/26/2025

**Your Name:** Adam Sowalsky

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor activity-low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-CRPH-RV-3

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Emily Summerbell

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** David Y. Takeda

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** Nicholas T. Terrigino

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 8/25/2025

**Your Name:** Shana Trostel

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** Baris Turkbey

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** BaoHan Vo

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/24/2025

**Your Name:** Nichelle C. Whitlock

**Manuscript Title:** Localized high-risk cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 8/26/2025

**Your Name:** Scott Wilkinson

**Manuscript Title:** Localized high-risk prostate cancer harbors an androgen receptor-activity low subpopulation susceptible to HER2 inhibition

**Manuscript Number (if known):** 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** Click or tap to enter a date. 08/26/2021

**Your Name:** Click or tap here to enter text. Huihui Ye

**Manuscript Title:** Click or tap here to enter text. Localized high-risk prostate cancer harbors an androgen receptor activity low subpopulation

**Manuscript Number (if known):** Click or tap here to enter text. 189900-JCI-RG-RV-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

How the deposited data were processed for this re-analysis (not part of the article)

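RNA-seq libraries of LNCaP cells in 8 groups of 4 were analysed: cells in FBS, cells in CSS, and cells in CSS exposed to 100 ng/mL EGF or NRG-1 for 5 minutes, 1 hour, or 4 hours. Samples were assigned to groups, batches, and replicates from the sample labels, the supplemental methods, and Supplemental Figure 1C. Batch 1 held replicates 1 and 2 of each group, and batch 2 held replicates 3 and 4. The LNCaP libraries were the only samples analysed here.

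The authors trimmed the reads with Trimmomatic and estimated gene-level values with RSEM around STAR in stranded mode. They deposited an expected count for each gene and library, not normalized for library size, and a TPM value for each gene and library, which is normalized for transcript length and for the library's total. Replicates were not pooled. The text does not name the genome build for these reads, so no coordinates are given. All columns of values in the deposited tables were used, and 0 gene entries lacked a symbol.

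Expected counts were rounded to whole numbers. Genes with at least 5 counts in at least 3 libraries were kept, and libraries with fewer than 1000000 counts would have been removed. The main analysis was a quasi-likelihood test in edgeR 4.0.16 (R 4.3.3), with TMM normalization, a term for the group, and a term for the batch, over all libraries. Each ligand and time was compared with CSS, EGF was compared with NRG-1 at each time, 1 hour was compared with 5 minutes for each ligand, and FBS was compared with CSS. P values were adjusted by the Benjamini-Hochberg method within each comparison, and DEGs had an adjusted P value below 0.05 and a log2 fold change beyond 1 in either direction. Folds against a group whose libraries all held 3 counts or fewer were computed against 3 counts and are given as lower bounds. The depth of at least 63822654 counts per library makes counting error small for all but the lowest genes, so the spread between replicates sets the precision.

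The comparisons, thresholds, gene lists, rule for naming genes, and alternatives were set before the data were examined, except where the text says otherwise. The rule named genes of the study, among them *ERBB2*, *EGFR*, *ERBB3*, *KLK2*, *KLK3*, *AKR1C1*, and *AKR1C3*; others are not reported here. For each ligand at 1 hour and 4 hours it named the 3 DEGs with the largest rise and the 2 with the largest fall against CSS, among genes with an average log2 CPM of at least 1 and the same direction in both batches and in every same-numbered pair of libraries. For the other comparisons it named up to 2 such genes (in each direction, apart from 5 minutes), and it named the member of each gene list with the largest change.

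The 3 gene lists (ERK output, immediate early, and androgen-responsive genes) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Adjustment covered 30 tests. Alternatives to camera were fry and an estimated correlation.

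The fits were tested on simulated counts drawn from the means and sizes of the real libraries, in which 200 genes were changed. The edgeR fit recovered 200 of them with 1 false call among 16550 genes tested, and DESeq2 recovered 200 with 0 false calls. For limma, the simulated counts were scaled to the library total without transcript length. It recovered 187 of 200 with 0 false calls among 16995 genes. Limma on TPM itself was therefore not tested by simulation. The changes were set beyond the fold limit, which makes high recovery likely, so changes near the limit were not tested. A comparison of unchanged groups in these data gave 0 calls with edgeR. A list of 30 shifted genes had a camera P value of 1.98e-63 in the simulation, and a list of 30 unchanged genes had 0.632.

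Replicate numbers were checked for pairing. The deviations of same-numbered libraries from their group means correlated in all 112 pairs of groups, with *r* from 0.13 to 0.57, so that the numbers pair the libraries. The labels give a shared batch for these numbers. After the batch means were removed, *r* lay between -0.15 and 0.37 and exceeded 0.1 in 35 of the 112 pairs, that is in 0 of 28 for replicate 1, 0 of 28 for replicate 2, 22 of 28 for replicate 3, and 13 of 28 for replicate 4. The batch therefore does not account for all of the pairing in batch 2.

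Alternatives were the Wald test of DESeq2 1.42.0, size factors of DESeq2 in edgeR, no filter on low counts, at least 10 counts in every library, no batch term, the replicate number as a block, only the 2 groups compared, each batch alone, no fold-change limit, limma on log2 TPM with a pseudocount of 1 or 0.1 and with or without a filter on TPM, all libraries kept whatever their depth, and each library left out in turn. GC content and length of the longest transcript, and the genomic span, were taken from GENCODE by matching 23571 gene symbols. Of these, 22042 matched by the same symbol and 1529 by an older one listed in RefSeq.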

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

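The comparisons of batch 1 with batch 2 were chosen only after the results were seen, whereas the other tests were set when the numbers of DEGs were known but the tests' own results were not.

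In 4 groups of libraries, 1 library of a named gene lay far from the other 3, out of 149 groups tested, where 7 would do so by chance. *NUAK2* at 1 hour of NRG-1 was at 1.9968 CPM in replicate 4 and at 2.47 to 2.57 in the others. *KLK2* was at 18.3904 CPM in CSS replicate 2 (13.1 to 13.7 in the others), at 17.9571 in replicate 2 of NRG-1 at 1 hour (14.2 to 14.5), and at 4.67068 in replicate 1 of NRG-1 at 4 hours (6.69 to 6.95). The log2 fold change of *KLK2* at 4 hours of NRG-1 was -1.20 and stayed between -1.28 and -1.05 when each library was left out in turn. That of *NUAK2* at 1 hour of NRG-1 stayed between -1.88 and -1.73. No technical or biological explanation was tested for these libraries.

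The responses to EGF and NRG-1 differed in 29 genes at 1 hour and in 29 genes at 4 hours, by a direct test. In fits of the 8 libraries alone, the real grouping gave 22 genes at 1 hour, and 2 of the 35 splits of these libraries gave as many, the other being the split by batch with 194 genes. At 4 hours the real grouping gave 18 genes and 2 of the 35 splits gave as many, again with 194 genes for the split by batch. Among the 8 splits that part all same-numbered pairs, as the real one does, the others exchange the ligands within 1 or 2 of the pairs, and they gave at most 0 genes at 1 hour and 1 gene at 4 hours. Several values bear on the technical explanations that were tested. After every library was thinned to the smallest total, 26 of 29 genes were still DEGs at 1 hour and 23 of 29 at 4 hours. After trends with GC content and length, of at most 0.16 and 0.12 on the log2 scale, were removed, 29 of 29 and 26 of 29 stayed past the fold limit. With libraries this deep and trends this small, both tests could hardly have failed. Over all genes, the difference at 1 hour correlated with transcript length (Spearman's rho 0.33). Replicate 4 of NRG-1 at 1 hour lay far from the others of its group (chi-square per degree of freedom 118 to 171), and 30 genes differed without it. RNA and library quality were not tested. Without the 20 genes with most counts, which hold 7.65% to 10.4% of a library, 29 of 29 genes were still DEGs at either time. Of genes called in batch 1 alone, 40 of 43 at 1 hour and 45 of 49 at 4 hours changed in the same direction in batch 2 alone. Batch 2 alone gave 4 DEGs at 1 hour, of which *FOSB*, *NR4A1*, and *TIMP3* were higher and *TXNIP* was lower with EGF. It gave 4 at 4 hours (*ARC*, *DUSP2*, *EGR3*, and *ZFP36*), each higher with EGF. These genes were named after their values were seen. The split by batch follows a known difference between the libraries and not chance. Of the remaining 34 splits, 1 gave as many genes at either time, namely the real one, and the others gave at most 17 genes at 1 hour and 1 gene at 4 hours. In the immediate early list, 24 of 30 genes at 1 hour and 23 at 4 hours were higher with EGF, and 6 and 7 were lower. Its medians were 0.50 and 0.35, with adjusted P values of 6.21e-07 and 3.61e-07 with fry. Over the alternatives, batch 2 alone included, its adjusted P values were at most 0.000457 and 0.000854. This argues against chance for this list as a set. The share over all splits, 2 of 35, is not below 0.05, and batch 2 alone gave few DEGs. For the single DEGs, chance is therefore not excluded in every case. It and a difference in library quality stay open beside a difference between the ligands.

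Between 5 minutes and 1 hour, 287 genes differed with EGF and 165 with NRG-1. For EGF, 1 of the 35 splits of the 8 libraries gave as many genes as the real one (252), and the split by batch gave 155. For NRG-1, 2 of 35 did, the real one with 136 genes and the split by batch with 149. Of the 8 splits that part all same-numbered pairs, the others gave 0 genes for either ligand. Thinning kept 268 of 287 and 150 of 165 DEGs, and removal of the GC content and length trends kept 269 of 281 and 153 of 162 genes with known values past the fold limit. The 20 genes with most counts left 284 of 287 and 165 of 165 DEGs in place when removed. Of genes called in batch 1 alone, 251 of 252 with EGF and 144 of 150 with NRG-1 changed in the same direction in batch 2 alone. For EGF, each technical explanation tested is argued against, but thinning could hardly have failed at this depth, and RNA quality was not tested. A response in mRNA that for most of these genes begins after 5 minutes is a candidate explanation, as a hypothesis found and tested on the same data. *EGR1* was already a DEG at 5 minutes of EGF, and *FOS* and *IER2* passed 0.05 adjusted over the immediate early list alone. For NRG-1, the split by batch follows a known difference between the libraries and not chance, and the others of the remaining 34 splits gave at most 24 genes. With 152 DEGs in batch 1 alone and 126 in batch 2 alone, which share no library, these values argue against chance as the whole cause, although the share over all splits, 2 of 35, is not below 0.05.

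FBS and CSS cells differed in 1480 genes (835 higher and 645 lower in FBS), a comparison that the paper does not report. Only 1 of the 35 splits gave as many genes as the real one (1385), with 13 genes for the split by batch and 0 for the others that part all same-numbered pairs. Thinning kept 1365 of 1480 DEGs, and 1465 of 1480 stayed without the 20 genes with most counts. Trends with GC content and length reached 0.60 on the log2 scale here, and 1208 of 1424 genes with known values stayed past the fold limit without them. Of genes called in batch 1 alone, 1210 of 1241 changed in the same direction in batch 2 alone. The largest rises by the naming rule were in *TARP* (0.745 ± 0.0569 to 21.7 ± 3.20 CPM, log2 fold change 4.86), which overlaps the T cell receptor gamma locus and is uncertain, and *CHRNA2* (4.50), and the largest falls were in *VWA2* (-3.10) and *PLD1* (-2.83). *KLK2* rose from 14.6 to 231 CPM (3.99), and *KLK3*, its close paralog, from 219 to 2145 CPM (3.33). All 20 androgen-responsive genes were higher, with a median of 1.27 (adjusted P = 1.03e-21, camera in limma), and 20 of 20 passed 0.05 adjusted over the list alone and over all genes tested. The ERK list had a median of -0.76 (adjusted P = 0.211 with camera and 0.0129 with fry in limma; -0.50 without CSS replicate 3). In it, 5 of 9 genes passed both adjusted over the list alone and over all genes, namely *SPRY4*, *DUSP6*, *EPHA2*, and *ETV5*, which were lower, and *DUSP4*, which was higher (1.44). All but *DUSP4* were named after their values were seen. The immediate early list had a median of -0.09 (adjusted P = 0.578, camera), with 12 of 30 genes past 0.05 under either adjustment. Each technical explanation tested is argued against, although thinning could hardly have failed at this depth and RNA quality was not tested. Androgen in FBS is a candidate explanation for part of the difference, as a hypothesis. Growth factors and other components of serum also differ between FBS and CSS, and their part was not tested.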

How the results depend on the processing

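The comparison that gives each ligand its own CSS libraries was chosen after the data were seen, and no other alternative was.

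No count of genes, gene list, named gene, or correlation between the ligands reversed under any alternative or with any library left out. The majority direction of the FBS DEGs did change, from 56.4% higher to 43.0% higher on log2(TPM + 0.1). Under the alternatives, 114 counts of genes stayed within 1.5 times their value and 54 moved, 406 values of gene lists kept their side of the threshold, 8 became stronger, and 6 weaker, 1714 values of named genes kept theirs, 13 became stronger, and 30 weaker, and 39 correlations between the ligands kept theirs and 3 became stronger. For a value past the threshold in neither setting, a change of sign was not counted as a reversal. Keeping all libraries changed nothing, since none was under the depth limit, and is no test of stability.

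Without the fold-change limit, the numbers of genes were 1617 (EGF 1 hour), 8358 (EGF 4 hours), 1144 (NRG-1 1 hour), 7245 (NRG-1 4 hours), 180 and 282 (EGF against NRG-1 at 1 and 4 hours), 1542 and 1067 (1 hour against 5 minutes of EGF and NRG-1), and 8959 (FBS). With at least 10 counts in every library, which removes genes silent in CSS, they were 185, 833, 105, 587, 13, 10, 184, 98, and 899 in the same order. On log2(TPM + 1) with the filter, limma gave 146, 411, 78, 305, 18, 9, 142, 73, and 450, and without the filter 146, 411, 77, 300, 18, 9, 142, 73, and 452. At 5 minutes of EGF either gave 0 (134 and 477 at an unadjusted P value below 0.05). On log2(TPM + 0.1) it gave 740 (EGF 4 hours), 107 and 555 (NRG-1 1 and 4 hours), 13 (EGF against NRG-1 at 4 hours), 98 (1 hour against 5 minutes of NRG-1), and 819 (FBS). A larger pseudocount shrinks the fold changes of low genes, which the limit then excludes.

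DESeq2 gave 2 DEGs at 5 minutes of EGF (*EGR1* and *FOS*) and 1 of NRG-1 (*EGR1*). Batch 2 alone gave 0 at 5 minutes of EGF (187 unadjusted), 836 at 4 hours of NRG-1, and 4 and 4 between EGF and NRG-1 at 1 and 4 hours, and batch 1 alone gave 49 between the ligands at 4 hours. With only the 2 groups compared, the numbers were 0 at 5 minutes of EGF (218 unadjusted) and 18 between the ligands at 4 hours. Without the batch term, the latter was 12. Fits of 1 batch or 2 groups hold fewer libraries, and otherwise the cause was not tested.

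On log2(TPM + 1), the share of DEGs that were higher moved from 84.6% to 95.9% at 1 hour of EGF, from 61.3% to 76.9% at 4 hours, from 83.6% to 95.1% between 1 hour and 5 minutes of EGF, and from 86.2% to 100% between EGF and NRG-1 at 4 hours. For FBS it moved from 56.4% to 43.0% on log2(TPM + 0.1). TPM values moved the median log2 fold change of all genes by more than 0.1 in 3 comparisons. It was -0.17 for FBS on log2(TPM + 1) with the filter, and on log2(TPM + 0.1) it was -0.19 for FBS, -0.11 for 1 hour against 5 minutes of NRG-1, and 0.10 for EGF against NRG-1 at 1 hour.

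Among the gene lists, fry gave calls that camera did not for the ERK list in FBS (-0.76) and the androgen list at 4 hours of EGF (-0.21), and lost those of the immediate early list at 5 minutes (0.087 with EGF and 0.080 with NRG-1). With an estimated correlation, the androgen list at 4 hours of NRG-1 (-0.23) and the immediate early list at 4 hours (0.56) and 5 minutes (0.080) of NRG-1 were no longer past the threshold. The androgen list at 4 hours of NRG-1 was also lost without the batch term (-0.23), and at 4 hours of EGF it was called in batch 2 alone (-0.16) and on log2(TPM + 1) without the filter (-0.26). That last setting also called it between the ligands at 1 hour (0.14), as did batch 1 alone (0.058), which called the ERK (0.094) and androgen (0.072) lists at 5 minutes of EGF. The causes were not tested.

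With each library left out in turn, the DEGs at 5 minutes of EGF ranged from 0 to 1 (0 without CSS replicate 3, with 264 unadjusted), and those between the ligands at 4 hours from 15 to 38 (15 without EGF 4-hour replicate 1, 18 without replicate 2, and 38 without replicate 3). Between the ligands, the androgen list at 4 hours ranged from -0.0043 to 0.040, and was past the threshold without NRG-1 4-hour replicate 3 (0.040). The immediate early list at 5 minutes ranged from -0.029 to 0.037, and was past it without EGF 5-minute replicate 2 (0.028). The ERK list between the ligands at 4 hours (0.19) moved to 0.12 without EGF 4-hour replicate 3 and to 0.09 without NRG-1 4-hour replicate 4, and stayed past the threshold. The remaining counts, lists, and correlations kept their side, and among named genes 10 values became weaker and 1 stronger.

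Pearson's *r* between the ligands at 5 minutes lay within the simulated range but rose above it with DESeq2 (0.59), with at least 10 counts in every library (0.62), and on log2(TPM + 1) with the filter (0.60). Spearman's rho (0.52) and the share of genes with the same sign (72.3%) lay above their simulated ranges in the main analysis already. With CSS replicates 1 and 3 for EGF and 2 and 4 for NRG-1, Pearson's *r* was -0.01 at 5 minutes, 0.49 at 1 hour, and 0.79 at 4 hours. These values were at first set against simulations with shared controls, and after they had been seen against simulations with separate ones, whose highest values were 0.101, 0.112, and 0.0817.

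With the replicate block, the numbers of DEGs were 1, 309, and 1646 with EGF and 0 (715 unadjusted), 181, and 1273 with NRG-1, so no count moved by more than 1.5 times. The block changed the calls of *EGFR* between EGF and NRG-1 at 4 hours (log2 fold change 0.32, adjusted P = 0.0245 in edgeR; range over the alternatives 0.0245 to 0.974) and of *ERBB3* between FBS and CSS (-0.20, adjusted P = 0.0111; range 0.0111 to 0.541), and no other.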

Other observations

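No test in this part was chosen only after its result was seen, but how the androgen tests were read was set after their values were seen.

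Against CSS, 1 of the 35 splits of the 8 libraries gave as many DEGs as the real grouping at 1 hour of EGF (292 in a fit of these libraries, against 195 for the split by batch), 1 of 35 at 4 hours of EGF (1535 against 34), and 1 of 35 at 4 hours of NRG-1 (1136 against 45). At 1 hour of NRG-1, 2 of 35 did, the real grouping with 154 DEGs and the split by batch with 186; batch 1 alone gave 146 DEGs and batch 2 alone 126. Among the 8 splits that part all same-numbered pairs, the others gave 0 DEGs at these times. At 5 minutes the real grouping gave 0 DEGs for EGF, for NRG-1, and between the ligands, so that 35 of 35 splits gave as many in each of these 3 comparisons, with 215, 203, and 207 genes for the split by batch.

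At 5 minutes fewer genes had an unadjusted P value below 0.05 than the 850 that chance gives: 251 with EGF, 324 with NRG-1, and 184 between the ligands. A candidate explanation was variation shared by libraries with the same replicate number, which the batch term would leave in the residuals. With the replicate block the number was 433 with EGF, 715 with NRG-1, and 239 between the ligands, still below 850, which argues against this variation as the whole cause. Other correlation between libraries or genes stays open and was not tested.

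The hypothesis that the NRG-1 response is the EGF response scaled by 1 factor was tested over all genes. The factor fitted to the shared DEGs was 0.83 at 1 hour and 0.92 at 4 hours. At 1 hour 3 genes departed from the scaled response at the thresholds of a DEG (*EGR1*, *FOS*, and *TIMP3*), with 1160 at an unadjusted P value below 0.05. At 4 hours 8 genes departed (*ACTN3*, *ARC*, *EGR1*, *EGR3*, *GJB2*, *GSDMA*, *TINAGL1*, and *ZFP36*), with 1398 unadjusted. These genes, named after their values were seen, argue against a single factor for every gene. On the log2 scale, *EGR1* and *FOS* lay above and *TIMP3* below the scaled response with NRG-1 at 1 hour. At 4 hours *ARC*, *EGR1*, *EGR3*, *GJB2*, and *ZFP36* lay below it and *ACTN3*, *GSDMA*, and *TINAGL1* above it. A difference in how long the signal of either ligand lasts stays open as a biological explanation and was not tested.

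*ERBB2* mRNA was lowest in FBS (157 ± 20.4 CPM; log2 fold change -0.71 against CSS, adjusted P = 7.54e-07 in edgeR), and its level in CSS lay between FBS and 4 hours of either ligand. A difference between batches is argued against by fits of each batch alone, in which the smaller change at 4 hours was 0.67 with EGF (0.77 in the other batch) and 0.542 with NRG-1 (0.67 in the other). Whether the rise is a response of transcription to the ligand or of mRNA stability was not tested.

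*KLK2* fell at 4 hours by -1.37 with EGF and -1.20 with NRG-1 on the log2 scale, and *KLK3* by -0.63 and -0.55. At the same time the androgen-responsive list had a median of -0.21 with EGF (adjusted P = 0.0894 with camera, 0.395 with an estimated correlation, and 1.15e-06 with fry) and -0.23 with NRG-1 (0.00646, 0.139, and 3.60e-08), where the values with fry and with an estimated correlation are the lowest and highest over the alternatives, with 13 of 20 genes lower and 7 higher for each ligand. Adjusted over the list alone, 18 and 13 genes passed 0.05, against 16 and 12 over all genes tested. At 5 minutes its median was 0.04 with either ligand (adjusted P = 0.188 and 0.328 with camera), and at 1 hour -0.002 and 0.02 (0.735 and 0.746). With single libraries left out, these medians ran from -0.02 (1 hour of EGF without CSS replicate 1) to 0.07 (5 minutes of EGF without EGF 5-minute replicate 4), and none passed the threshold. One hypothesis is lower androgen-dependent transcription, under which genes that rose most in FBS would fall most with the ligand. Over the 20 genes, which are not independent replicates, Spearman's rho between these changes was -0.0827 with EGF and -0.0406 with NRG-1 (permutation P = 0.729 and 0.866, both 0.866 after adjustment over 2 tests). Pearson's *r* was -0.18 and -0.20 (permutation P = 0.444 and 0.400) and 0.13 and 0.05 without the 2 most extreme genes. Another is that any list of similarly expressed genes would fall. The median lay at percentile 0.01 with EGF and 0 with NRG-1 of 10000 random lists matched on expression. The random lists themselves had a median of 0.046 with EGF and 0.050 with NRG-1. They did not fall, which argues against a fall of any such list. Members of the androgen-responsive list went in both directions (exact sign test, P = 0.263, for each ligand). Whether lower androgen-dependent transcription is the cause therefore stays undecided here.

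Genes higher at 1 hour spanned less of the genome than those higher only at 4 hours. The median span was 14.5 kb against 40.0 kb with EGF (242 and 833 genes with a span in GENCODE) and 9.84 kb against 35.7 kb with NRG-1 (136 and 726), where all tested genes had a median of 30.8 kb. For the hypothesis that shorter genes respond first, the permutation P value of the ratio of medians was 1e-05 for each ligand (one-sided, 100000 permutations), the smallest they can give. Late genes matched to the early ones on expression had median spans of 46.8 and 48.6 kb, and the early median lay below every draw (permutation P = 0.0001 for each ligand, one-sided, from 10000 random draws, the smallest they can give), which argues against a difference in expression level as the cause. Whether the result comes from elongation time or from the classes of genes that respond early was not tested.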
